# Ex vivo lung-organoid model for aberrant basaloid cell induction and activation

**DOI:** 10.1186/s41232-025-00396-z

**Published:** 2025-10-30

**Authors:** Bin Wu, Shigeyuki Shichino, Satoshi Ueha, Rina Matsukiyo, Yu Ishimura, Haru Ogiwara, Masaki Takasu, Shotaro Yamano, Yumi Umeda, Kouji Matsushima

**Keywords:** Three-dimensional lung organoid, Lung epithelial injury, Aberrant basaloid cells, Idiopathic pulmonary fibrosis

## Abstract

**Background:**

Pulmonary fibrosis (PF) is a severe lung disease characterized by the destruction of lung architecture resulting from chronic epithelial injury. The PF microenvironment induces PF-specific epithelial cells, such as aberrant basaloid cells (ABCs). However, limited experimental models capable of inducing and activating PF-specific epithelial cells hinder the understanding of their roles.

**Methods:**

To address the lack of experimental models, in this study, we developed an ex vivo murine lung-organoid model designed to induce and activate ABCs. The organoids were subjected to bleomycin (BLM) stimulation. Dose-dependent reductions in number and size, structural disorganization, and transcriptomic changes were assessed following stimulation. Single-cell RNA-sequencing (scRNA-seq) analysis was performed to identify ABC subsets. Cell–cell interaction analysis was also conducted.

**Results:**

Following BLM stimulation, the organoids displayed dose-dependent reductions in number and size, along with structural disorganization and transcriptomic changes that were similar to those observed in the in vivo murine fibrosis model. scRNA-seq analysis identified two ABC subsets: Krt5^low^ Tp63^low^ Krt17^+^ ABCs_1, found in patients with idiopathic pulmonary fibrosis (IPF), and Krt5^hi^ Tp63^hi^ Krt17^+^ ABCs_2, which have been observed in cultured tissues from patients with IPF but not in traditional murine models. BLM stimulation led to the induction of transforming growth factor beta (TGF-β2) expression in ABCs. Cell–cell interaction analysis suggested that BLM-damaged type 2 alveolar epithelial cells (AT2s) enhanced their direct and indirect interactions with ABCs_2 via ephrin-A signaling. In line with this observation, stimulation experiments of BLM-damaged organoids revealed that Ephrin A4 induced ABC cell differentiation-related gene expression changes, whereas Ephrin A3 enhanced epithelial proliferation-related gene expression changes and suppressed fibroblast activation-related gene expression changes.

**Conclusions:**

The developed organoid model serves as a novel platform for studying the roles and responses of PF-specific ABCs. This model may contribute to advancing the understanding of PF pathogenesis and facilitate the development of ABC-targeted therapies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s41232-025-00396-z.

## Background

The lungs are the central organs of the respiratory system and comprise alveoli and bronchioles. The alveoli are lined with alveolar epithelial cells (AECs), which play a key role in lung function and maintain normal alveolar structures. AECs mainly comprise self-renewing type 2 alveolar epithelial cells (AT2), which secrete surfactants and other proteins to aid in alveolar stretching and contraction, and type 1 alveolar epithelial cells (AT1), which contribute to gas exchange with the surrounding capillaries [1–3]. The bronchiole is lined with basal, secretory, and ciliated cells and plays a role in maintaining mucus barrier function. In normal lung repair processes, damaged epithelial cells are recovered; however, in chronic lung diseases such as idiopathic pulmonary fibrosis (IPF), these lung structures are destroyed, eventually leading to the loss of lung function [4]. Recently, single-cell RNA-seq (scRNA-seq) technologies that can identify the characteristics of each cell in an unsupervised manner have evolved, and IPF-specific abnormal epithelial cells have been identified based on atlas-scale scRNA-seq studies. One of these is the aberrant basaloid cell (ABC), which is characterized by the expression of the basal cell marker KRT17 along with mesenchymal cell markers (FN1), senescence markers, IPF-associated molecules, while lacking canonical AEC markers such as SFTPC and homeodomain-only protein X (HOPX), which are specifically surrounded by fibrotic foci in patients with IPF [5, 6]. However, to the best of our knowledge, the lack of an experimental model that can induce ABCs limits our understanding of their pathophysiological roles in lung fibrosis.

Organoid culture, which are three-dimensional cultures of organ progenitors, has been widely used to reproduce organ-like structures and multiple organ-specific cell-type features in vitro [7]. Organoids elucidate tissue repair and disease mechanisms by mimicking cell–cell and molecular interactions in real organs. Lung organoids, including alveolospheres and tracheospheres, can be generated from pluripotent embryonic stem cell (ESC)/induced pluripotent stem cell (iPSC)-derived lung epithelial cells or primary lung epithelial progenitor cells, such as AT2 and basal cells [7–10]. Single basal cells isolated from the trachea can grow into tracheospheres comprising a pseudostratified epithelium of basal and ciliated cells [11]. Co-cultures of primary AECs and lung fibroblasts create alveolospheres that represent the distal lung [12, 13], and Shiraishi et al. previously revealed that supplementation of lung fibroblast-derived factors could form alveolospheres only by AEC monoculture [14]. Recently, Suezawa et al. reported that bleomycin (BLM), an anticancer drug widely used to generate a murine lung fibrosis model, induces fibrotic responses in lung organoids generated from human iPSC-derived lung epithelial cells [15]. This report highlights the usefulness of lung-organoid models for analyzing lung injury and fibrotic responses in vitro. However, the absence of an ex vivo organoid model that can induce or activate ABCs, a hallmark of IPF, is a major barrier to elucidating the pathophysiological roles of abnormal epithelial cells in IPF.

In this study, we generated a mixture of murine alveolospheres and tracheospheres within a 3D Matrigel scaffold using primary murine lung epithelial cells and fibroblasts. BLM stimulation induced lung injury/fibrosis-associated changes in the organoids, and scRNA-seq analysis of the organoids revealed the emergence of two ABC-like subsets (ABCs_1 and ABCs_2), which were defined by the expression of *Krt17*, *Fn1*, and variable levels of *Krt5* and *Trp63*; however, they lacked canonical AECs markers such as *Sftpc* and *Hopx,* as observed in human IPF lungs. Furthermore, ABCs_2 expressed TGF-β2, a cytokine associated with ABC activation in IPF. In addition, cell–cell interaction analysis and stimulation experiments suggested that injured AT2 cells may directly interact with ABCs_2 via Ephrin A4 signaling, which may promote ABC differentiation. Collectively, this murine model could provide a convenient tool for studying the functions and properties of ABC-like cells in lung injury and fibrosis.

## Materials and methods

### Animal and study approvals

C57BL/6 and CAG-EGFP transgenic C57BL/6 mice were purchased from Sankyo Lab Service (Tokyo, Japan). All mice were maintained in specific pathogen-free facilities at the Tokyo University of Science and used for experiments at 8–10 weeks of age. All experiments were conducted with the approval of the Animal Experiment Committee of the Tokyo University of Science (S18029, S19024, and S20019) and in accordance with the laws and regulations of the Animal Experiment Manual of the Tokyo University of Science.

### Preparation of murine lung cells

Lung cell suspensions were prepared as previously described, with minor modifications [16]. Briefly, the mice were anesthetized with isoflurane, their lungs were perfused with phosphate-buffered saline (PBS; Nacalai Tesque, Kyoto, Japan), and the whole lungs were collected. Murine lung samples were minced into 0.5–mm^2^ pieces with a razor blade and enzymatically digested in solution [0.2 mg/mL collagenase (Fujifilm Wako Pure Chemicals, Tokyo, Japan), 0.96 mg/mL Dispase II (Roche, Basel, Switzerland), 20 kU/mL DNase I (Sigma-Aldrich, MO, USA) in preparation medium [RPMI-1640 medium (Nacalai Tesque) supplemented with 10 mM HEPES (Nacalai Tesque) and 10% fetal bovine serum (FBS)] at 37 °C for 30 min. After enzymatic digestion, the cells were agitated 10 times with an 18G syringe needle and then incubated at 37 ℃ for 20 min. The cell suspension was centrifuged at 500 × *g* for 5 min at 20 °C, the supernatant was removed, and the cell pellet was resuspended and agitated 10 times with a 21G syringe needle in 25% Percoll (GE Healthcare, IL, USA). Thereafter, 65% Percoll was under layered, centrifuged at 1000 × g for 20 min at 20 °C, the middle layer was collected, diluted in 8 mL of preparation medium, and centrifuged again at 500 × *g* for 8 min at 4 °C. The resulting pellet was resuspended in PBS with 0.5% bovine serum albumin (Nacalai Tesque) and filtered through a 40 µm cell strainer (Corning Falcon, AZ, USA).

### Magnetic separation and cell sorting

For murine lung fibroblast isolation, single-cell suspensions from the lungs of C57BL/6 J mice were stained with an antibody cocktail [biotin anti-mouse CD31 (2.5 μg/mL; Clone: 390, BioLegend, CA, USA), CD45 (2.5 μg/mL; clone: 30-F11, BioLegend), Ter-119 (2.5 μg/mL; clone: TER-119, BD Biosciences, NJ, USA), CD146 (2.5 μg/mL; clone:ME-9F1, BioLegend), and EpCAM (2.5 μg/mL; clone: G8.8, BioLegend) antibodies] for 20 min at 4 ℃, washed once with 10% FBS in PBS, and stained with a secondary antibody cocktail (APC anti-mouse CD140a (2 μg/mL; clone: APA5, BioLegend) and PE streptavidin (2.5 μg/mL, BioLegend)) for 20 min at 4 °C. After washing once with 10% FBS in PBS, lineage (CD31, CD45, CD146, Ter119, and EpCAM)^+^ cells were labeled using anti-phycoerythrin (PE) microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany) for 15 min at 4 °C. After washing once with 10% FBS/PBS, lung fibroblasts were enriched by negative selection using LS columns (Miltenyi Biotech). For murine lung epithelial cell isolation, single-cell suspensions from the lungs of green fluorescent protein (GFP) mice were stained with an lineage antibody cocktail [biotin anti-mouse CD31 (2.5 μg/mL; clone: 390, BioLegend), CD45 (2.5 μg/mL; clone: 30-F11, BioLegend), Ter-119 (2.5 μg/mL; clone: TER-119, BD Biosciences), CD146 (2.5 μg/mL; clone: ME-9F1, BioLegend), and CD140a (2.5 μg/mL; clone: APA5, BioLegend) antibodies] for 20 min at 4 ℃, washed once with 10% FBS in PBS, and finally stained with a secondary antibody cocktail (APC-streptavidin (2.5 μg/mL BioLegend) and PE-Cy7 anti-mouse EpCAM (2 μg/mL; clone: G8.8, BioLegend)) for 20 min at 4 °C. After washing once with 10% FBS in PBS, lineage (CD31, CD45, CD146, Ter119, and CD140a^+^) cells were labeled using anti-APC microbeads (Miltenyi Biotec) for 20 min at 4 °C and washed once with 10% FBS/PBS. Epithelial cells were enriched by negative selection using LS columns (Miltenyi Biotech). The resulting cells were further purified by cell sorting (CD31^−^ CD45^−^ CD146^−^ Ter119^−^ EpCAM^−^ propidium iodide (PI)^−^ CD140a^✛^ cells as fibroblasts, and CD31^−^ CD45^−^ CD146^−^ Ter119^−^ PI^−^ GFP^+^ EpCAM^+^ cells as epithelial cells) using the BD FACSAria™ II or BD FACSAria™ III cell sorter (BD, NJ, USA).

### Preparation of murine lung organoids

Murine lung organoids were prepared by co-culturing lung fibroblasts and epithelial cells, as described previously [14]. Briefly, sort-purified murine lung fibroblasts and epithelial cells were centrifuged at 800 × *g* for 5 min at 4 °C, the supernatant was discarded, and cells were resuspended with MTEC Plus medium [DMEM/F-12 (Sigma-Aldrich) with 5% FBS supplemented with mouse epidermal cell growth factor (25 ng/mL; R&D Systems, MN, USA), pituitary extract (30 µg/mL; Sigma-Aldrich), insulin–transferrin–sodium selenite (5 µg/mL; Thermo Fisher Scientific), 1.5 mM l-glutamine, 100 U/mL penicillin, 100 μg/mL streptomycin, 0.03% (w/v) NaHCO_3_ (Gibco, Thermo Fisher Scientific), and cholera toxin (100 ng/mL; Sigma-Aldrich)], supplemented with retinoic acid (0.01 µM; Sigma-Aldrich) to a concentration of 4 × 10^6^ cells/mL (fibroblasts) and 2 × 10^5^ cells/mL (epithelial cells). Thereafter, 25 µL of lung fibroblasts and epithelial cell suspensions were mixed in a 1.5 mL tube and mixed with 50 µL Matrigel (Corning) on ice. Next, 90 µL of cell suspension was placed in a 24-well 0.4-µm Transwell clear insert (Falcon; BD Biosciences or Greiner Bio-One, Austria) and incubated for 30 min at 37 °C in a 5% CO_2_ incubator with humidified atmospheres for Matrigel polymerization. Finally, 500 µL of MTEC Plus medium supplemented with retinoic acid (0.01 µM; Sigma-Aldrich) and Y-27632 Rho-associated kinase inhibitor (10 µM; Fujifilm Wako Pure Chemicals, Tokyo, Japan) was added to each well and cultured at 37 °C in a 5% CO_2_ incubator with a humidified atmosphere. The culture medium (MTEC Plus) was replaced every 2 days. Retinoic acid and Y-27632 hydrochloride stocks were prepared and diluted with sterile water and stored at − 80 and − 20 °C, respectively, and were added just before use. Culture media containing retinoic acid were protected from light exposure.

### BLM stimulation of lung organoids

On day 8 post co-culture, lung organoids were stimulated with BLM by replacing the culture medium with MTEC Plus medium supplemented with 0, 0.01, 0.1, 0.3, and 1 µg/mL of BLM. After 2 days of stimulation, the BLM-containing medium was removed and replaced with the MTEC Plus medium.

### Imaging analysis

To analyze the lung organoid size and number, images of the entire Transwell stored in 24-well plates were captured on days 8, 10, and 14 post co-culture using a BZ-X800 fluorescence microscope (Keyence, Osaka, Japan) (basic imaging conditions: 4 × magnification, exposure time; GFP = 1/4 s and bright field = 1/4000 s). Organoids within the entire Transwell were automatically counted using GFP fluorescence images with hybrid cell counting software (Keyence). The size exclusion of the hybrid cell counting software was set to 1000 µm^2^_._ The size of each organoid was measured automatically using hybrid cell counting software.

### Immunofluorescence of lung organoids

For immunofluorescence (IF) staining of lung organoids, we prepared lung organoids (1:1 ratio of lung epithelial cells to lung fibroblasts) within a 3.5 mm glass-bottom dish (Matsunami, Osaka, Japan) instead of a Transwell chamber. On day 14 post co-culture, the medium was removed, and the organoids were washed once with 2 mL of PBS. Organoids were fixed with 2 mL of 4% paraformaldehyde (PFA)/PBS (Fujifilm Wako Pure Chemicals) for 1 h at room temperature and washed thrice with 2 mL of PBS. The fixed organoids were permeabilized with 2 mL of 0.5% TritonX-100 (Sigma-Aldrich) in PBS for 1 h at room temperature, washed twice with PBS, and blocked with 2 mL of 1% BSA/PBS in PBS (w/v) for 1 h at room temperature. Lung organoids were stained with primary antibodies (anti-Prosurfactant Protein C, 2 µg/mL; anti-Hopx, 0.4 µg/mL) overnight at 4 ℃, washed with PBS, and stained with the appropriate secondary antibodies (Alexa 555 plus donkey anti-rabbit IgG 2 µg/mL, Thermo Fisher Scientific; Alexa 647 donkey anti-mouse IgG, 2 µg/mL, Thermo Fisher Scientific) for 4 h at room temperature. After washing it thrice with PBS, the organoids were stained with DAPI/PBS (D1306; Thermo Fisher Scientific) for 30 min at room temperature and washed thrice with PBS. The organoids were covered with 250 µL of ProLong Diamond Antifade Mountant (Invitrogen, Thermo Fisher Scientific) and coverslips. Images were acquired using an SP-5 confocal microscope (Leica, Wetzlar, Germany) at × 20 magnification. The organoids were protected from light during all antibody-staining processes.

### Bulk transcriptome library preparation and sequencing

Bulk transcriptome libraries of lung organoid-derived cells were prepared as previously described, with some modifications [17]. Briefly, on day 14 post co-culture, lung organoids treated with BLM (0, 0.01, 0.1, and 1.0 µg/mL) were directly collected and resuspended in 500 µL cell lysis buffer [100 mM Tris–HCl pH 7.5, 1% (w/v) lithium dodecyl sulfate (Nacalai Tesque), 500 mM LiCl, 10 mM EDTA, and 5 mM dithiothreitol (Thermo Fisher Scientific)]. PolyA RNAs were isolated using Dynabeads M-270 streptavidin (Thermo Fisher Scientific) conjugated with biotin-3′ WTA-EcoP-dT25 according to the previous report, as some modifications [17]. To perform reverse transcription, the beads were suspended in 10 μL of RT mix [5 × Superscript IV buffer (Thermo Fisher Scientific), 1 mM dNTP (Roche), 5 mM dithiothreitol (Thermo Fisher Scientific), 1 M betaine (Sigma-Aldrich), 6 mM MgCl_2_, 1 U/µL RNaseIn Plus Rnase Inhibitor (Promega, Madison, WI, USA), 10 U/μL Superscript IV (Thermo Fisher Scientific)] and incubated for 5 min at 35 °C, 30 min at 42 °C, and immediately chilled on ice. The beads were washed once with B&W-T buffer [5 mM Tris–HCl (pH 8.0) (Nippon Gene, Tokyo, Japan), 1 M NaCl (Merck, NJ, USA), 1 mM EDTA (Nippon Gene), and 0.05% Tween-20 (Merck)] and once with 10 mM Tris–HCl pH 8.0. To digest free RT primers, the beads were suspended in 10 µL of Exo I mix [10 × Exo I buffer (New England Biolabs, MA, USA) and 2 U/µL Exonuclease I (New England Biolabs)], incubated for 30 min at 37 °C, and immediately chilled on ice. The beads were washed twice with a B&W-T buffer and once with 10 mM Tris–HCl (pH 8.0). To add polyC tails, beads were suspended in 10 µL of polyC tailing mix [10 × Thermopol buffer (New England Biolabs), 2 mM dCTP (Roche), 0.1 mM ddCTP (GE Healthcare), 1 mM CoCl_2_ (Roche), RNase H (Invitrogen, Thermo Fisher Scientific, 15 U/µL TdT enzyme (Roche)], incubated for 30 min at 37 °C, and immediately chilled on ice. The beads were washed once with a B&W-T buffer and then with 10 mM Tris–HCl (pH 8.0). To perform the 2nd strand synthesis reaction, beads were suspended in 10 μL of 2nd strand mix [1 × KAPA Hifi Hotstart ReadyMix (KAPA Biosystems, MA, USA), 0.4 µM of Illumina-i7-9G primer], and PCR was performed as follows: 3 min at 95 °C, 20 s at 98 °C, 16 cycles of [1 min at 47 °C and 2 min at 72 °C], followed by 5 min at 72 °C, and hold at 4 °C. The 1st whole-transcriptome amplification was performed by adding 15 µL of the first PCR mix [0.32 µM primer (illumina-i7), 0.48 µM primer (NH2-3’ WTA), and 1 × KAPA Hifi Hotstart ReadyMix] into the second strand synthesis reactions, and PCR was performed as follows: 3 min at 95 °C, 12 cycles of [20 s at 98 °C, 15 s at 65 °C, and 5 min at 72 °C], followed by 5 min at 72 °C, and held at 4 °C. The first PCR products were purified using AmPure XP beads (Beckman Coulter, CA, USA) at a 0.6:1 ratio of reagents to sample and eluted with 25 μL of nuclease-free water. Approximately 6.3 µL of the purified first PCR product was mixed with 8.7 μL of the second PCR mix [0.4 μM of primers (illumina-i7, NH2-3’ WTA), and 1 × KAPA Hifi Hotstart ReadyMix]. PCR was performed as follows: 3 min at 95 °C, five cycles of [20 s at 98 °C, 15 s at 65 °C, and 5 min at 72 °C], followed by 5 min at 72 °C, and held at 4 °C. The second PCR products were purified using AmPure XP beads at a 0.6:1 ratio of reagent to sample and eluted with 15 μL of 10 mM Tris–HCl pH 8.0. Sequencing library preparation was performed using the NEBNext Ultra II FS DNA Library Prep Kit for Illumina (New England Biolabs) according to the manufacturer’s instructions, with some modifications. Approximately 100 ng of the amplified cDNA library was subjected to fragmentation/end-repair/A-tailing as follows: 7 min at 32 °C, 30 min at 65 °C, and held at 4 °C. Thereafter, 1.25 μL of 1.5 µM Illumina adapter was used for adapter ligation. Ligated products were purified by double size selection with 0.4 × → 0.7 × (final 1.1 ×) AmPure XP beads and eluted with 10 µL of nuclease-free water. Barcoding PCR was performed with 22.5 µL of barcoding mix [7.5 µL of the resulting eluates, 1 µM primers (ILMN_[UDI]_i5 and ILMN_[UDI]_i7), and 1 × NEBNext Ultra II Q5 (New England Biolabs)], and PCR was performed as follows: 30 s at 98 °C, nine cycles of [10 s at 98 °C and 75 s at 65 °C], followed by 5 min at 65 °C, and hold at 4 °C. The resultant products were purified twice by double size selection with 0.5 × → 0.8 × (final 1.3 ×) AmPure XP beads and eluted with 12 µL of 10 mM Tris–HCl pH 8.0. The size distribution of the amplified products was analyzed using a MultiNA system (Shimadzu, Kyoto, Japan). The final transcriptome libraries were quantified using the KAPA Library Quantification Kit (KAPA Biosystems). Sequencing was performed using a NovaSeq S4 200 cycle kit v1.5 and NovaSeq 6000 sequencer (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions (read 1 67 bp, read 2 140 bp). A 12% phiX spike-in was used for the sequencing. Raw sequencing data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (GEO, http://www.ncbi.nlm.nih.gov/geo; accession number: GSE200299).

### Analysis of bulk transcriptome data

Quality filtering of the sequencing data was performed using Cutadpat-v2.10 [18]. The filtered reads were mapped to the reference RNA (GRCm38 release-101) using Bowtie2-2.4.2 [19] (parameters: -p 2 -L 16 –very-sensitive-local -N 1 -nofw -seed 656,565 -reorder), and the number of reads of each gene was counted. Transcriptome data were analyzed as previously reported [20]. Briefly, between-sample normalization was performed against raw count data using R version 3.5.1. (https://cran.r-project.org/) and the TCC package (EEE-E method) [21, 22]. Genes for which adjusted *p* < 0.05, fold change ≥ 2, and maximum expression ≥ 100 were identified as statistically significant differentially expressed genes (DEGs). Co-expressed gene modules among the DEGs were detected using the weighted co-expression network analysis package [23]. Functional analysis of gene module groups was performed using Cytoscape 3.7.2 with the ClueGO plugin (v2.5.7) [24, 25]. Significantly enriched Gene ontology (GO) terms [26] (GO biological processes, GO levels: 3–8) and Kyoto Encyclopedia of Genes and Genomes (KEGG, version 2020/8/5) pathway terms [27] in the gene module groups were explored and grouped. A term network was constructed based on the overlap of elements (χ score = 0.4). The leading terms within each group were defined as the most significantly enriched terms.

### scRNA-seq library preparation of lung organoids

Lung organoids embedded in Matrigel were incubated with Accutase solution (Sigma-Aldrich) at 37 °C for 20 min, followed by incubation with 0.25% trypsin–EDTA (Nacalai Tesque) at 37 °C for 10 min. Trypsin was inactivated using DMEM/F12 supplemented with 10% FBS, and the cells were resuspended in PBS supplemented with 0.01% BSA. Single-cell RNA-sequencing (scRNA-seq) library preparation was performed according to a previous report, with modifications [28]. The resulting single-cell suspension of lung organoids was stained with 50 μL of 2.5 μg/mL BD anti-mouse sample tag antibodies (anti-mouse sampletag 1–6 and 8 (anti-MHC class I), BD Biosciences) diluted with Cell Staining Buffer (BioLegend) for 30 min at 4 °C. After washing thrice with Cell Staining Buffer, the cells were stained with Calcein AM for 5 min at 37 °C, immediately chilled on ice, and filtered through a 40 µm cell strainer. Calcein AM^+^ PI^−^ live cells were counted using flow-count fluorospheres (Beckman coulter) and a CytoFLEX S flow cytometer (Beckman Coulter), and cell suspensions were pooled as their cell number were equal. scRNA-seq library preparation was performed as previously described, with modifications. The resulting 25,000 single cells were analyzed using a BD Rhapsody system with a BD Rhapsody Targeted & Abseq Reagent kit (BD Biosciences), following the manufacturer’s instructions. After reverse transcription, the resultant BD Rhapsody beads were treated with exonuclease I at 37 °C for 60 min at 1200 rpm on a Thermomixer C with Thermotop (Eppendorf, Hamburg, Germany). The resulting beads were immediately chilled on ice, the supernatant was removed and washed with 1 mL of WTA wash buffer [10 mM Tris–HCl (pH 8.0), 50 mM NaCl, 1 mM EDTA, and 0.05% Tween-20], 200 μL of BD Rhapsody lysis buffer, once with 1 mL of WTA wash buffer, twice with 500 μL of WTA wash buffer, and resuspended with 200 μL of Beads resuspension buffer (BD Biosciences). Exonuclease I-treated BD Rhapsody beads were subjected to the TAS-Seq workflow for cDNA and/or hashtag library amplification [29]. Sequencing libraries of cDNA were prepared using the NEBNext Ultra II FS DNA Library Prep Kit for Illumina, and hashtag libraries were prepared by PCR. The size distribution of the amplified products was analyzed using a MultiNA system (Shimadzu). The resulting and barcoded hashtag libraries were quantified using the KAPA Library Quantification Kit. The sequence was performed using a NovaSeq S4 200 cycle kit v1.5 and a NovaSeq 6000 sequencer (Illumina) according to the manufacturer’s instructions (read 1 67 bp, read 2 155 bp). A 12% phiX spike-in was used for the sequencing. Raw sequencing data from this experiment were deposited in the NCBI GEO, http://www.ncbi.nlm.nih.gov/geo; accession number: GSE249285).

### Time-series scRNA-seq library preparation of BLM-induced murine pulmonary fibrosis

C57BL/6 J female mice were administered a single dose of BLM sulfate (2 mg/kg dissolved in 50 μL of sterile saline solution; Nippon Kayaku) by oropharyngeal aspiration under deep anesthesia, as described previously [20]. Murine lungs were recovered on days 0, 3, 7, 10, 14, and 21 after BLM administration. The lungs were cut into small pieces with a razor blade and digested enzymatically using 0.25 mg/mL Liberase TM (Roche) and 20 kU/mL DNase I (Sigma-Aldrich) for 60 min at 37 °C. Cell suspensions were sequentially agitated with 18G and 21G needles at 20-min intervals. Erythrocytes and dead cells were removed using 25%/65% Percoll (GE Healthcare) density separation. The resulting cells were stained with Calcein AM for 5 min at 37 °C, immediately chilled on ice, and filtered through a 30 µm filter (Miltenyi Biotec). Approximately 10,000 cells were loaded onto BD Rhapsody cartridges. cDNA amplification and sequencing library construction were performed using the TAS-Seq protocol [29] using half of the resulting Rhapsody beads. The sequencing was performed using a NovaSeq S2 200 cycle kit and NovaSeq 6000 sequencer (Illumina) according to the manufacturer’s instructions (100 bp ends). A 20% phiX spike-in was used for the sequencing. Raw sequencing data from the experiment were deposited in the NCBI GEO, http://www.ncbi.nlm.nih.gov/geo; accession number: GSE201698).

### Preprocessing of scRNA-seq data

Pair-ended FASTQ files (R1: cell barcode reads, R2: RNA reads) were processed as follows: Adapter trimming of sequencing data was performed using cutadapt 4.1 [18]. Filtered cell barcode and cDNA reads were annotated and mapped to the reference genome (build GRCm39 release-107) using STARsolo (2.7.10a) and known BD Rhapsody cell barcodes using the following parameters:–clipAdapterType CellRanger4 –outSAMmultNmax 1 –outFilterScoreMinOverLread 0 –outFilterMatchNminOverLread 0 –outFilterMultimapScoreRange 0 –seedSearchStartLmax 30 –soloType CB_UMI_Complex –soloUMIdedup NoDedup –soloMultiMappers Rescue –soloFeatures Gene GeneFull –soloCBmatchWLtype EditDist_2 –soloUMIlen 8 –soloAdapterSequence NNNNNNNNNGTGANNNNNNNNNGACA –soloCBposition 2_0_2_8 2_13_2_21 3_1_3_9 –soloUMIposition 3_10_3_17. We did not perform UMI compression because the BD Rhapsody UMI length (eight-base and directly attached polyT) could not avoid UMI collision (a minimum 10-base is required) [30]. The resulting non-UMI count data were converted into gene × cell matrix files, and the inflection threshold of the barcode rank plot was detected using the DropletUtils package in R version 4.2.2 Patched (2022–11-10 r83330). Valid cell barcodes and backgrounds from inflection threshold × 0.9 to inflection threshold × 1.1 were separated using the Dropkick software package. To build the STAR index, small RNA annotations were filtered from the gencode.vM30 gtf file.

### Analysis of time-series scRNA-seq data of lung organoid and BLM-injured lungs

Single cells were clustered in each dataset using Seurat v4.0.4 [31] in R (version 4.1.3). Expression data were normalized using the normalizeData function (scale factor = 1,000,000) and scaled using the ScaleData function (read counts of each cell were regressed out as a confounding factor) in Seurat v4.0.4. Highly variable genes in each dataset were identified using the FindVariableFeatures function of Seurat v4.0.4. Thereafter, principal component analysis (PCA) against the identified highly variable genes and projection of PCA onto the entire data set were performed using RunPCA (number of calculated principal components (PCs) was 100) and ProjectPCA functions in Seurat v4.0.4. The enrichment of each PC was calculated using the jackstraw function (num. replicate = 100), and PCs that were statistically significantly enriched (*p* ≤ 0.05) were selected for clustering and dimensional reduction analysis. Cell clustering was performed using the FindNeighbors and FindClusters functions (resolution = 2.5) in Seurat v4.0.4 against the significant PCs, and dimensional reduction was performed using the Python wrapper of FIt-SNE [32] v1.1.1, using the reticulate package (https://github.com/rstudio/reticulate) in R 4.1.3. Statistically significant marker genes of each identified cluster were identified using the parallelized FindAllMarkers function in Seurat v4.0.4 (test.use = “wilcox,” only.pos = TRUE, min.pct = 0.1, adjusted *p* value with Bonferroni’s correction ≤ 0.05). Each identified cluster was manually annotated using previously reported marker genes as cell subset-defining marker genes, and lineage marker double-positive cells were annotated as doublets. We subclustered the cell subsets and removed contaminating subpopulations from the dataset. Cell–cell interaction analysis of the lung organoid scRNA-seq data was performed using the CellChat 1.0.0 package, considering population size (population.size = TRUE and raw.use = TRUE in computeCommunProb function) [33]. Statistically significant interactions and pathways were selected by computeCommunProbPathway and aggregateNet functions (thresh = 0.01).

#### Ephrin A3 and Ephrin A4 stimulation experiment

To assess the functional effects of ephrin signaling, lung organoids were treated with 0.3 µg/mL of bleomycin (BLM) for 48 h. Following this induction, the culture medium was replaced with MTEC Plus medium supplemented with either recombinant mouse Ephrin-A3 Fc Chimera protein (R&D Systems, 7395-EA) or recombinant mouse Ephrin-A4 protein (Abcam, ab191954) at final concentrations of 0.1, 0.3, and 1.0 µg/mL. The control group was treated with an equivalent volume of DMSO. Organoids were harvested for subsequent analysis at two time points: 24- and 96-h post-stimulation. Stock solutions of both recombinant proteins were prepared in 1 × PBS and stored at − 80 °C before use.

### Reanalysis of public scRNA-seq data of IPF Cell Atlas and cultured IPF cultured cells

We reanalyzed the public IPF Cell Atlas data [5] and IPF cultured cells deposited under NCBI GEO with accession numbers GSE136831 and GSE198153. We used cell-type annotations from the original study and extracted the entire epithelial cell population to visualize the gene expression (GSE136831). For GSE198153, we reanalyzed the data using Seurat v5 (the number of used PCA dimensions was 1:50, clustering resolution = 0.4) and annotated the identified cell subsets based on ABC marker gene expression (Supplementary Fig. S2A and S2B).

### Global gene expression similarity analysis between mouse and human ABCs by SingleR

To evaluate the global gene expression similarity between mouse and human ABCs, we performed SingleR analysis [34]. First, we converted mouse genes to human genes using the org.Mm.eg.db, org.Hs.eg.db, and Orthology.eg.db packages in R 4.3.0. Next, genes from the scRNA-seq data of mouse organoid-derived airway cell subsets and human IPF-derived airway cell subsets (GSE136831 and GSE198153) were filtered based on the intersection of genes between the human-converted mouse genes and the detected genes in the human datasets. SingleR analysis (per-cell mode, de.method = “wilcox”) was performed using human datasets as a reference and mouse datasets (gene-converted) as a query. The statistical significance of the resulting SingleR score for each cell cluster was calculated using the coin package in R 4.3.0..

### Statistical analysis

For bulk RNA-seq data, the significance of DEGs in the TCC-normalized transcriptome data was calculated using the TCC package in R 3.5.1. The significance of GO term enrichment was calculated using Cytoscape 3.7.2 with the ClueGO plugin (v2.5.7) and a two-sided hypergeometric test with Benjamini–Hochberg correction. Correction for multiple comparisons was performed using the Benjamini–Hochberg method. The significance of the enrichment of PCs and marker genes of each cell cluster in the lung organoid and time-series scRNA-seq data of the BLM-induced PF murine model were calculated using the Seurat v4.0.4 package in R 4.1.3. The significance of GO term enrichment was calculated using ClusterProfiler 4.10.0 [35], with OrgDb = org.Mm.eg.db, followed by Benjamini–Hochberg correction (pvalueCutoff = 0.05, qvalueCutoff = 0.2). The significance of ligand and receptor expression between the two groups was calculated using the Mann–Whitney *U* test in R 4.1.3. Other statistical analyses were performed using one-way analysis of variance, followed by Dunnett’s multiple comparison test using the GraphPad Prism software (v9.0; GraphPad Software, CA, USA). Statistical significance was set at *p* < 0.05.

## Results

### BLM stimulation impairs formation and growth of murine lung organoids

To establish an ex vivo lung injury model using primary mouse lung cells, we stimulated murine lung organoids with BLM, a drug widely used for inducing experimental lung fibrosis in vivo. To facilitate organoid expansion tracking, we prepared organoids using EpCAM^+^ lung epithelial cells from CAG-EGFP transgenic mice and PDGFRA^+^ lung fibroblasts from wild-type mice (Fig. 1A). We found that 0.3 µg/mL BLM stimulation during days 8–10 of co-culture significantly reduced the number of lung organoids at 14 days post co-culture (Fig. 1 B and C). BLM stimulation also suppressed the increase in the number of lung organoids with a size greater than 1000 µm^2^ (Fig. 1B), and the number of lung organoids decreased in a concentration-dependent manner (Supplementary Fig. S1A and B). To analyze the morphological changes in the lung organoids in more detail, we performed immunofluorescence staining of BLM-stimulated and control lung organoids using SFTPC (an AT2 marker) and HOPX (an AT1 marker). We found that BLM-stimulated lung organoids did not form alveolar-like structures composed of spaces surrounded by AT2 and AT1 cells (Fig. 1D). These data indicate that 2-day BLM stimulation impairs organoid growth and alveolosphere formation in a murine lung-organoid model.

**Fig. 1:**
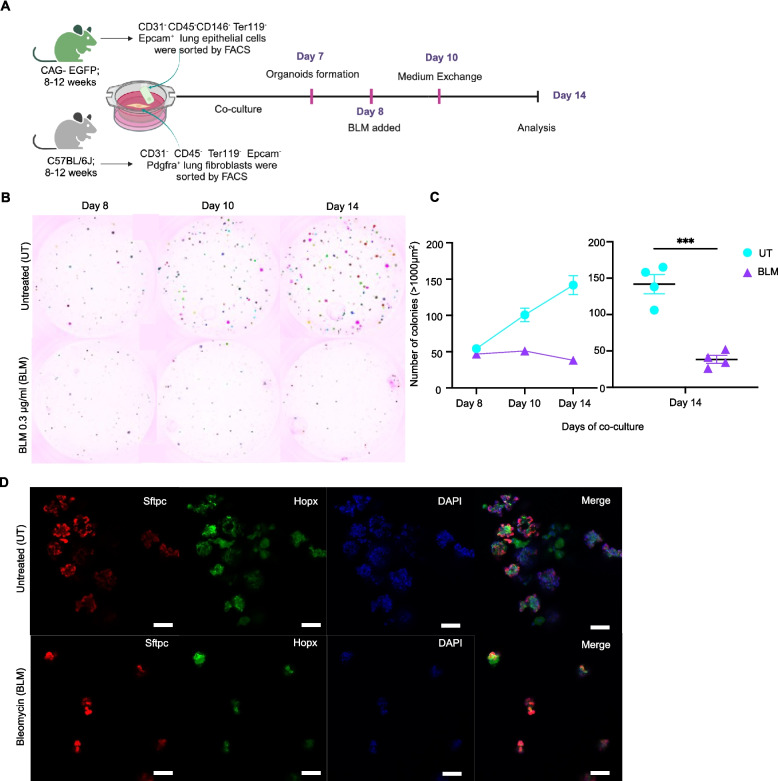
Bleomycin (BLM) stimulation impairs formation and growth of murine lung organoids. **A** Experimental scheme of lung organoid generation and BLM treatment. **B** Representative images of automatic lung organoid detection and counting from days 8 to 14 of co-culture. Each color in the upper panel represents one lung organoid inside the imaged well of the untreated (upper panel) and corresponding images of the 0.3 µg/mL BLM-treated group (lower panel). **C** Changes in lung organoid count at each time point (upper panel). Individual well data at day 14 post co-culture are also shown as a scatter plot (lower panel). Representative results from two independent experiments are shown. **C** Data are shown as mean ± standard error of the mean. (*n* = 4). *** *p* < 0.001 by two-tailed unpaired *t* test. **D** Representative images of immunofluorescence (IF) staining of lung organoids with anti-prosurfactant protein C antibody (AT2), anti-Hopx antibody (AT1), and DAPI (scale bar: 100 µm) at day 14 post co-culture. The upper panel represents lung organoids inside the imaged well of the untreated group, and the lower panel corresponds to those inside the imaged well of the 0.3 μg/mL BLM-treated group

### Transcriptomic analysis revealed impaired lung regeneration-related gene expression in murine lung organoids following BLM stimulation

To elucidate the characteristic changes in lung organoids induced by BLM stimulation in more detail, we performed transcriptomic analysis of the organoids 14 days after co-culture. 

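Lung organoids, grown from primary murine lung epithelial cells and fibroblasts in Matrigel, were stimulated with BLM for 48 h from day 8 to day 10 of co-culture. RNA of 12 samples collected on day 14 was sequenced in bulk. Organoids 1, 2 and 3, numbered as in the sample titles, were untreated, and organoids 10, 11 and 12 received 0.01 µg/mL BLM. Organoids 7, 8 and 9 received 0.1 µg/mL and organoids 4, 5 and 6 received 1.0 µg/mL. Whether the 3 libraries of a group came from separate animals or separate cultures is not given in the sources used here. Every p-value of a test on single genes thus measures the spread between these samples, which may be technical. The authors filtered the reads, mapped them to the reference RNA of GRCm38 and counted them per gene. The deposited value of a gene is its read count divided by a TCC size factor of the library. Once this factor was removed, 100% of the values were whole numbers of reads within a tolerance of 0.01. Total reads ranged from 982027 in organoid 3 to 2693786 in organoid 2. Their median was 2073855 in untreated organoids and 1786205, 1959358 and 2176754 at 0.01, 0.1 and 1.0 µg/mL. A normalized value of 1 stood for 0.504 reads in organoid 3 and for 1.38 reads in organoid 8, which sets the precision of low values. Of the 32176 genes, 13895 had a normalized value of at least 10 in at least 3 libraries, and these were tested. The test was limma on log2(value + 1), with all 4 groups in a single fit and Benjamini-Hochberg adjustment. Organoid 11 (0.01 µg/mL) and organoid 9 (0.1 µg/mL) stood apart from the other libraries of their dose in 74 genes of airway secretory, ciliated and basal cells. The summed normalized value of these genes was 85999 in organoid 11, against 4675 and 3599 in organoids 10 and 12. It was 119066 in organoid 9, against 39674 and 4264 in organoids 7 and 8. It lay between 43053 and 101217 in the libraries at 1.0 µg/mL and between 4980 and 19769 in untreated libraries.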

A total of 430 DEGs (adjusted *p* < 0.05 and minimum fold chang > 2 in at least one condition compared to the control group) were identified. 

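At 1.0 µg/mL BLM, 520 of the 13895 genes tested differed from untreated organoids, 51 of them higher and 469 lower (adjusted p under 0.05, limma). Among the genes past this threshold, the largest rise was that of Cdh6, a cadherin of cell-to-cell adhesion, from 2.61 ± 2.44 normalized counts in untreated organoids to 423 ± 330.0 at 1.0 µg/mL (SD, n = 3). In organoid 6 it stood at 54.1. This is a log2 fold change of 6.57 (standard error 1.04, adjusted p = 0.0116). Trim15, Anxa10 and the interferon-inducible Ifi202b also rose, with log2 fold changes of 5.98, 5.41 and 4.60. The largest fall among them was that of Hc, which encodes complement component C5 (chromosome 2, 34983329 to 35068506 of GRCm38), from 566 ± 167 to 15.8 ± 11.1 (SD, n = 3). Its log2 fold change was -5.32 (standard error 0.74, adjusted p = 0.00710). Elf5, an epithelial transcription factor, fell from 195 ± 29.3 to 4.07 ± 0.400 (SD, n = 3). The endocytic receptor gene Lrp2 fell with a log2 fold change of -5.10 (standard error 0.86). Further falls were those of Sfta2, Bex2, Lgi3, Egfl6 and Rbpjl, with log2 fold changes from -4.79 to -4.53. With a change of at least 2-fold and a maximum of at least 100 normalized counts, 292 genes differed at 1.0 µg/mL, 32 higher and 260 lower. A test over the 4 groups gave 42 genes at an adjusted p under 0.05 and 1624 at an unadjusted p under 0.05. Of these 42, 30 also passed the fold and maximum, all 30 of them lower at 1.0 µg/mL, among them Hc, Elf5 and Sfta2. At 0.01 µg/mL limma found 0 genes (453 at an unadjusted p under 0.05), edgeR's quasi-likelihood test 0, its likelihood ratio test 1 and DESeq2 5. At 0.1 µg/mL the counts were 0 by limma (1044 at an unadjusted p under 0.05), 0, 4 and 14 in the same order. The 30 genes over the 4 groups became 324 by the likelihood ratio test of edgeR (77 higher and 247 lower at 1.0 µg/mL). They became 1 by its quasi-likelihood test, 331 by DESeq2 (87 and 244) and 421 with library weights (117 and 304). They became 0 without organoid 1, 2, 3 or 5, 1 without organoid 4, 10 or 12, 14 without organoid 7, 15 without organoid 6, 151 without organoid 11 and 227 without organoid 9. The 520 genes became 3 without organoid 3, 23 without organoid 1, 129 without organoid 5, 156 without organoid 2, 257 without organoid 6, 296 without organoid 4 and 893 without organoid 9. With only the 2 groups compared they were 1480 (738 higher and 742 lower), with library weights 1739 (652 and 1087), by DESeq2 926, by edgeR's likelihood ratio test 819 and by its quasi-likelihood test with TMM 242. An airway score, the mean log2 value of the airway secretory, ciliated and basal genes, served as a covariate. It was chosen after the values were seen, and with it 108 passed, 12 higher and 96 lower. Without both organoids 9 and 11, the counts were 744 over the 4 groups (388 higher and 356 lower) and 1875 at 1.0 µg/mL (841 higher and 1034 lower). This choice was made after the values were seen and lowers the spread by construction. Library weights were also lowest for organoids 9 and 11, and the fit of only the 2 groups compared leaves both out.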

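A linear slope over the BLM dose, taken as steps 0, 1, 2 and 3, passed in 770 genes (adjusted p under 0.05, limma). Of these, 125 rose and 645 fell. Such a slope can also pass for a gene that moves at 1.0 µg/mL alone. Fasn, the fatty acid synthase gene, fell from 4590.0 ± 857 normalized counts in untreated organoids to 3038 ± 817 at 0.01 µg/mL, 2114 ± 709.9 at 0.1 µg/mL and 649 ± 81.9 at 1.0 µg/mL BLM (SD, n = 3). Its slope was -0.90 log2 units per step (standard error 0.11, adjusted p = 0.00337). Atp6v1c2, a subunit gene of the vacuolar proton pump, fell by 0.86 per step (standard error 0.10). Unc119, Gde1 and Tmem164 fell by 0.51, 0.54 and 0.59. Among rising genes, Gbp2, an interferon-induced guanylate-binding protein gene, went from 10.2 ± 2.01 to 20.2 ± 3.52, 26.7 ± 7.71 and 51.6 ± 10.1 (SD, n = 3). This is a slope of 0.70 (standard error 0.09, adjusted p = 0.00394). Marcks, Chst15 and Cdh6 rose by 0.41, 0.49 and 2.11 per step. Of the 520 genes that differed at 1.0 µg/mL, 449 (86.3%) had the means of all 4 groups in sequence. These were 30 of the 51 higher and 419 of the 469 lower genes. In the direction of the change at 1.0 µg/mL, 478 of the 520 (91.9%) lay farther at 0.1 than at 0.01 µg/mL. The means at 0.1 and 0.01 µg/mL come from no library of the contrast that chose the genes. The spread that decided the calls was estimated over all libraries, so this share is not independent of the choice. The sequence over all 4 groups also uses the contrast itself. The genes are not independent of each other, so no p is given for these shares, which were computed after the values were seen. Between 1.0 and 0.1 µg/mL, limma found 0 genes (1031 at an unadjusted p under 0.05), edgeR's quasi-likelihood test 0, its likelihood ratio test 77 and DESeq2 93. The first principal component held 66.5% of the variance. It placed organoid 9 (0.1 µg/mL) at 106 and organoid 11 (0.01 µg/mL) at 74.7, beside 36.5, 60.1 and 115 for the libraries at 1.0 µg/mL. The remaining 7 libraries lay between -73.9 and -9.54, organoid 2 (untreated) at -26.1 and organoid 7 (0.1 µg/mL) at -9.54. Without organoid 9, 893 genes passed at 1.0 µg/mL, the 520 among them. Of the 893, 484 (54.2%) lay farther at 0.1 than at 0.01 µg/mL, while 84 genes differed between 1.0 and 0.1 µg/mL. Without both organoids 9 and 11 the values were 1530 of 1875 (81.6%) and 644. The 770 genes became 310 without organoid 3, 323 without organoid 5, 334 without organoid 1, 436 without organoid 6 and 491 without organoid 4. They became 1332 without organoid 8, 1435 without organoid 11 and 1502 without both organoids 9 and 11. Library weights gave 1692 (679 rising and 1013 falling), DESeq2 1165, edgeR's quasi-likelihood test with TMM 451, and an airway score as a covariate, chosen after the values were seen, 43.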

Clustering analysis classified these DEGs as either upregulated or downregulated in a BLM concentration-dependent manner (Fig. 2A). GO analysis of the upregulated gene cluster revealed the enrichment of genes associated with the chemokine response, acute phase response, and p53 pathway (Fig. 2B, upper panel). Conversely, GO analysis of the downregulated gene cluster revealed significant enrichment of terms related to respiratory development and surfactant homeostasis (Fig. 2B, bottom panel). In addition, the upregulated cluster included genes related to airway epithelium (*Scgb1a1*, *Muc5b*, *Krt5*, and *Trp63*), cellular senescence (*Cdkn1a*), regeneration and inflammation (*Areg*, *Arg1*, and *Serpinb1a*), and neutrophil migration (*Cxcl5*)-related genes (Fig. 2C). 

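Of 44 measured genes of the interferon response, which encode antiviral and antigen-presenting proteins, 11 were higher at 1.0 µg/mL BLM, 0 lower and 33 did not pass the test by limma (28 higher when adjusted over the list alone). Their median log2 fold change was 1.83, and 42 of the 44 lay above 0 (camera, adjusted p = 8.96e-16, and adjusted p = 0.314 with an estimated correlation). Camera compares a list with the other genes, here at a preset correlation between genes of 0.01. The correlation estimated for the interferon list was 0.432. A camera p at the preset value, here and below, therefore does not measure the spread between libraries. Mx1 rose from 2.62 ± 0.554 to 33.7 ± 12.3 normalized counts (SD, n = 3), a log2 fold change of 3.21 (standard error 0.58, adjusted p = 0.0168). Ifit1 and Zbp1 rose with log2 fold changes of 3.35 and 2.39. Oasl2, Ifi44 and Usp18 also rose, by 3.35, 3.33 and 3.21. Mean log2 levels of the list, relative to untreated organoids, were 1.33, 2.31 and 1.59 in organoids 4, 5 and 6. They were 1.85 in organoid 7 and 0.36 and -0.26 in organoids 9 and 11. Of 18 measured chemokine genes, 1 was higher, 1 lower and 16 did not pass the test, the same counts when adjusted over the list alone. Ccl9 rose from 7.13 ± 2.91 to 58.9 ± 44.8 (SD, n = 3), while Cxcl15, a chemokine made by lung epithelium, fell from 8338 ± 1560.2 to 886 ± 871 (SD, n = 3). The median log2 fold change of the chemokines was 0.72 (camera, adjusted p = 0.0441; adjusted p = 0.532 with an estimated correlation). Their mean levels were 1.46, 1.92 and -0.33 in organoids 4, 5 and 6. Of 25 acute phase genes, 0 were higher and 2 were lower, also when adjusted over the list alone. These were Lrg1 with a log2 fold change of -2.22 and Itih4 with -3.90 (list by camera, adjusted p = 0.324; adjusted p = 0.767 with an estimated correlation). Saa3, an acute phase protein gene, had 745 normalized counts in organoid 4, 1643 in organoid 5 and 51.4 in organoid 6, against 53.4 ± 10.3 in untreated organoids (SD, n = 3). Of 45 p53 targets, 1 was higher (Cdkn1a) and 44 did not pass the test, also when adjusted over the list alone. Their median log2 fold change was 0.24 (camera, adjusted p = 0.00183; adjusted p = 0.334 with an estimated correlation). Mdm2, the ubiquitin ligase of p53, had a log2 fold change of 0.72 (standard error 0.18, adjusted p = 0.0590), and that of the death receptor gene Fas was 0.83 (adjusted p = 0.0767). Of 23 keratinization genes, 1 rose (Krt23, log2 fold change 1.78), 1 fell (Tgm1, -2.75) and 21 did not pass the test (5 higher and 1 lower when adjusted over the list alone). The median of this list was 3.20 (camera, adjusted p = 4.84e-05; adjusted p = 0.361 with an estimated correlation). Its mean level was 2.39 in organoid 9, 1.91 in organoid 11 and 1.92 in the untreated organoid 2. Without organoid 3, 0 members of these 5 lists passed the test by limma. The camera call of the chemokines ended without any single library among organoids 1, 2, 4, 5, 7, 8, 9, 10 and 11, with adjusted p from 0.0505 to 0.405. Without both organoids 9 and 11, 17 interferon genes, 3 chemokines, 4 acute phase genes, 6 p53 targets and 11 keratinization genes were higher. In the same order, library weights gave 24, 6, 3, 7 and 6, and the likelihood ratio test of edgeR 17, 3, 1, 2 and 2. With the airway score as a covariate, 3 interferon genes and 1 p53 target were higher and 1 acute phase gene was lower. The camera call of the keratinization genes then ended (median -0.10, adjusted p = 0.645), while the acute phase list passed with a median of 0.37 (adjusted p = 0.0409, and 0.683 with an estimated correlation).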

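Genes of surfactant homeostasis, which make, store and recycle the lipid and protein film of the alveolus, fell at 1.0 µg/mL BLM in 12 of 20 measured members by limma. None was higher and 8 did not pass the test (13 lower when adjusted over the list alone). Slc34a2, the phosphate transporter gene of AT2, fell from 5875 ± 1054 to 269 ± 201 normalized counts (SD, n = 3). This is a log2 fold change of -4.74 (standard error 0.73, adjusted p = 0.0105). Sftpb, which encodes surfactant protein B, fell from 23547 ± 2794 to 1187 ± 1045 (SD, n = 3). Sftpd, which encodes surfactant protein D, and the protease gene Ctsh fell less, with log2 fold changes of -1.95 (standard error 0.27) and -2.05 (standard error 0.32). The median log2 fold change of the surfactant list was -0.48, -1.21 and -2.73 at 0.01, 0.1 and 1.0 µg/mL (camera at 1.0 µg/mL, adjusted p = 2.77e-10; adjusted p = 0.314 with an estimated correlation). Of 41 lung development genes, 9 were lower, 0 higher and 32 did not pass the test (13 lower when adjusted over the list alone). Fgfr2, the receptor gene of fibroblast growth factors in lung epithelium, fell from 532 ± 103 to 94.5 ± 19.0 (SD, n = 3), a log2 fold change of -2.48 (standard error 0.29, adjusted p = 0.00606). The transcription factor genes Foxa2 and Nkx2-1 and the signaling gene Shh fell with log2 fold changes of -3.02, -2.12 and -4.02. The median over the lung development list was -0.60 (camera, adjusted p = 2.60e-05; adjusted p = 0.361 with an estimated correlation). Of 36 genes of TGF-beta receptor signaling, 0 passed the test by limma, also when adjusted over the list alone. Their median was -0.23 (camera, adjusted p = 0.136; adjusted p = 0.788 with an estimated correlation). In organoids 9 and 11 the mean log2 level of the surfactant genes relative to untreated organoids was -1.94 and -1.07. That of the lung development genes was -1.08 and -0.39. Of the surfactant genes, 0 passed the test without organoid 1 or 3, 5 without organoid 5, 7 without organoid 2 and 8 without organoid 6. Of the lung development genes, 0 passed without organoid 3, 1 without organoid 1 and 3 without organoid 2, 5 or 6. With organoids 9 and 11 both left out, 13 surfactant genes were lower, as were 14 lung development genes, while 3 of the latter were higher. With the airway score as a covariate, 7 surfactant genes (median -1.88) and 3 lung development genes were lower. The camera call of the lung development list then ended (median -0.22, adjusted p = 0.106), while TGF-beta receptor signaling passed with a median of 0.33 (adjusted p = 0.00450, and 0.683 with an estimated correlation).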

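At 1.0 µg/mL BLM, 4 of the 9 genes named in the paper rose, Cdkn1a, Areg, Arg1 and Serpinb1a, while Scgb1a1, Muc5b, Krt5, Trp63 and Cxcl5 did not pass the test (limma). Cdkn1a, the cell cycle inhibitor p21 (chromosome 17, 29090979 to 29100722 of GRCm38), rose from 800.4 ± 34.8 to 2119 ± 700.5 normalized counts (SD, n = 3). Its log2 fold change was 1.36 (standard error 0.22, adjusted p = 0.0124). Areg, a ligand of the epidermal growth factor receptor, rose from 111 ± 39.8 to 455 ± 56.8 (SD, n = 3). Serpinb1a, an inhibitor of neutrophil proteases, rose from 18.1 ± 7.85 to 194 ± 41.6 (SD, n = 3). Arg1, the arginase gene (chromosome 10, 24915207 to 24927470), rose from 8.60 ± 4.02 to 646 ± 148 (SD, n = 3). It had 340.1 normalized counts in organoid 9 (0.1 µg/mL) and 122 in organoid 11 (0.01 µg/mL). The basal keratin gene Krt5 (chromosome 15, 101707069 to 101712905) ranged from 547 to 2580.2 in the libraries at 1.0 µg/mL. It stood at 522 in the untreated organoid 2, 1453 in organoid 9, 1368 in organoid 11 and at most 3.87 in the other libraries. Its log2 fold change at 1.0 µg/mL was 6.43 (standard error 3.33, adjusted p = 0.292). That of Trp63, a transcription factor of basal cells, was 3.12 (standard error 1.24, adjusted p = 0.187). Scgb1a1, the club cell secretoglobin, had 110.4 ± 177 normalized counts untreated, 262 ± 268 at 0.1 µg/mL and 39.3 ± 17.6 at 1.0 µg/mL (SD, n = 3). Its log2 fold change was 0.30 (standard error 1.63, adjusted p = 0.936). The mucin gene Muc5b had 158, 80.5 and 65.8 in organoids 4, 5 and 6, 519 in organoid 9 and 236 in organoid 11, at a mean of 5.47 ± 9.47 untreated (SD, n = 3) (adjusted p = 0.201). Cxcl5, a neutrophil-attracting chemokine, had 591, 3716 and 337 in organoids 4, 5 and 6 and 144 ± 144 untreated (SD, n = 3) (adjusted p = 0.113). Adjusted over the list alone, 7 of the 9 were higher. The study chose them on these samples, so this is not independent evidence of their direction. The same holds for the other 17 genes of Fig. 2C, of which 15 could be tested. None of the 15 passed, also when adjusted over the list alone, and Cxcl2 and Sema7a were below the filter. Of 22 airway secretory genes, 0 passed the test by limma and 0 when adjusted over the list alone. Their median log2 fold change was 4.69 (camera, adjusted p = 1.74e-05; adjusted p = 0.379 with an estimated correlation). Of 23 basal genes, 1 rose, the desmoglein gene Dsg3, and 1 fell, Icam1, which encodes an adhesion receptor for leukocytes, also when adjusted over the list alone. The median was 3.65 (camera, adjusted p = 9.63e-05; adjusted p = 0.361 with an estimated correlation). Mean levels of the airway secretory genes relative to untreated organoids were 3.73, 4.73 and 4.84 in organoids 4, 5 and 6. They were 4.54, 4.01 and 5.83 in organoids 11, 7 and 9, and 2.64 in organoid 2. The calls of Areg, Arg1 and Serpinb1a ended without any single library of the untreated or the 1.0 µg/mL group, those of Areg and Arg1 also without organoid 10 and that of Areg without organoid 7. Their adjusted p rose to at most 0.159, 0.152 and 0.115. The call of Cdkn1a ended without organoid 1 or 3 (adjusted p = 0.0646 and 0.0792). That of Dsg3 ended without organoid 1, 2, 3, 4, 5, 6 or 10 (adjusted p from 0.0533 to 0.123). That of Icam1 ended without organoid 1, 2, 3, 4 or 6 (adjusted p from 0.0847 to 0.144). Leaving out both organoids 9 and 11, 7 of the 9 named genes, 10 airway secretory and 9 basal genes were higher. With only the groups compared, 11 airway secretory and 8 basal genes were higher, with library weights 4 and 6, by DESeq2 1 and 1, by the likelihood ratio test of edgeR 0 and 1 and by its quasi-likelihood test 0 and 0. With the airway score as a covariate, 1 of the 9 named genes and none of either list was higher. The camera calls ended, at medians of -0.13 for airway secretory genes (adjusted p = 0.645) and -0.10 for basal genes (adjusted p = 0.948). The score contains both lists, so this loss follows by construction and says nothing about its cause.

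**Figure D1:**
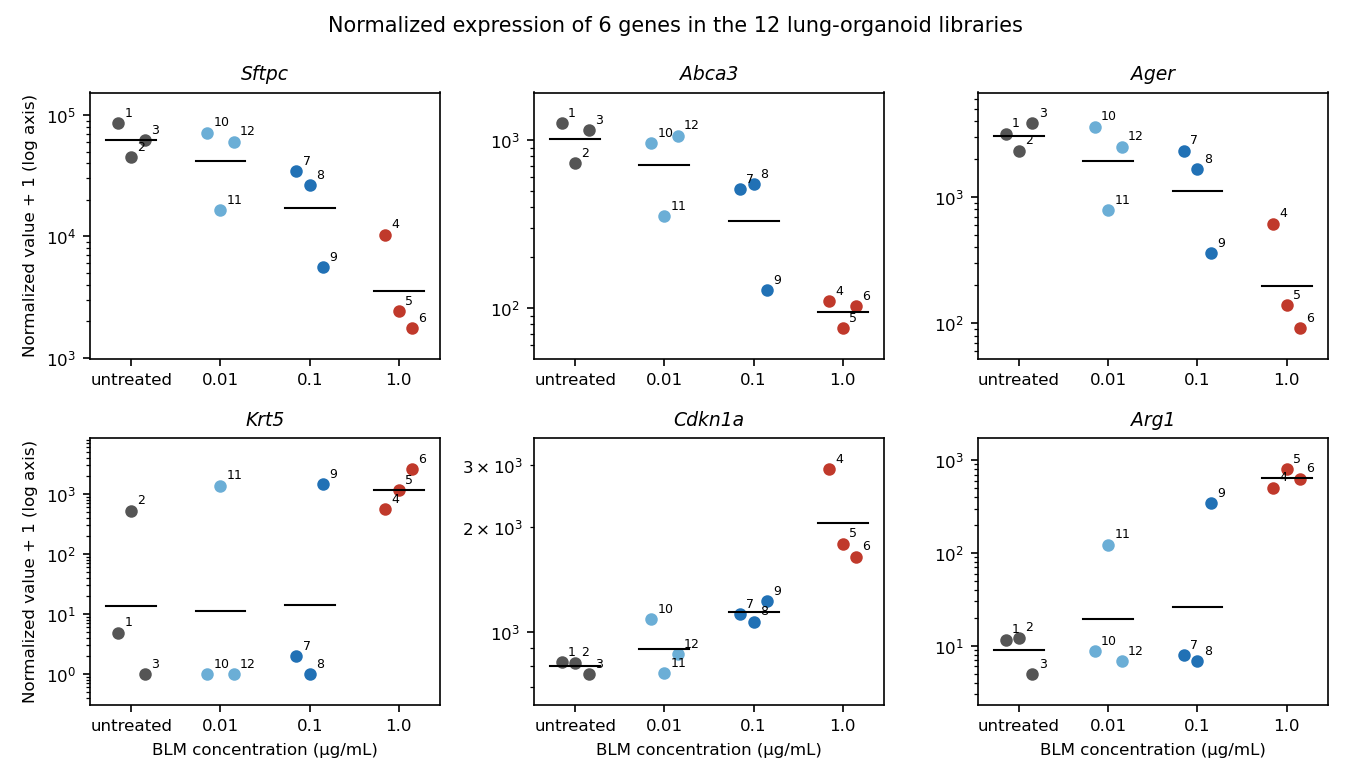
Normalized counts + 1 (log axes) of 6 genes in each library, by BLM dose in µg/mL, with the organoid number beside each point and a bar at the geometric mean of the 3 libraries of a group. Sftpc, Abca3 and Ager of organoids 9 and 11 lie below the other libraries of their dose, Krt5 and Arg1 above them.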

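Markers of alveolar epithelial cells fell at 1.0 µg/mL BLM in 26 of 28 AT2 genes and in 7 of 24 AT1 genes, with 0 higher in either list (limma). Sftpc, which encodes surfactant protein C and marks AT2 (chromosome 14, 70520941 to 70524081 of GRCm38), fell from 64253 ± 20327 normalized counts in untreated organoids to 4844 ± 4775 at 1.0 µg/mL (SD, n = 3). It had 49459 ± 29098 at 0.01 and 22186 ± 14928 at 0.1 µg/mL. This is a log2 fold change of -4.13 (standard error 0.84, adjusted p = 0.0262). Abca3, the lipid transporter of lamellar bodies, had a log2 fold change of -3.42 (standard error 0.55, adjusted p = 0.0120). Scd1, which desaturates fatty acids, had -3.91 (standard error 0.78, adjusted p = 0.0232). Ager, a receptor gene that marks AT1 (chromosome 17, 34597460 to 34600937), fell from 3114 ± 754 to 282 ± 290.1 (SD, n = 3), and Akap5 from 615 ± 135 to 62.1 ± 58.0 (SD, n = 3). Fbln5, an elastic fiber gene, had 191 ± 55.0 and 27.2 ± 16.5 normalized counts (SD, n = 3) and a log2 fold change of -2.99 (standard error 0.80, adjusted p = 0.0670). Of these 6 genes, 5 were lower, and 6 when adjusted over the list alone. The study chose them on these samples, so this is not independent evidence of their direction. The AT2 list had a median log2 fold change of -0.60, -1.55 and -3.73 at 0.01, 0.1 and 1.0 µg/mL. At 1.0 µg/mL, 28 of 28 were lower when adjusted over the list alone (camera, adjusted p = 1.50e-28; adjusted p = 0.314 with an estimated correlation). The AT1 list had a median of -1.77 at 1.0 µg/mL, with 16 lower and 1 higher when adjusted over the list alone (camera, adjusted p = 1.39e-07; adjusted p = 0.314 with an estimated correlation). The sodium channel gene Scnn1g, the semaphorin gene Sema3e and the tight junction gene Cldn18 were among the AT1 genes that fell, with log2 fold changes of -2.94, -1.88 and -4.01. Mean AT2 levels relative to untreated organoids were -2.58, -3.54 and -4.17 in organoids 4, 5 and 6, -2.72 in organoid 9 and -1.54 in organoid 11. Mean AT1 levels were -1.50 and -0.93 in organoids 9 and 11. Of the AT2 genes, 1 passed the test without organoid 3, 2 without organoid 1, 11 without organoid 5, and 14 without organoid 2 or 6. Of the AT1 genes, 0 passed without organoid 3, 2 without organoid 1, 2, 5 or 6, and 11 without organoid 9 or 11. When organoids 9 and 11 were both left out, 28 AT2 genes were lower, as were 15 AT1 genes, while 1 AT1 gene was higher. Airway secretory genes had mean levels of 5.83 and 4.54 in organoids 9 and 11, against 3.73, 4.73 and 4.84 in organoids 4, 5 and 6. With the airway score as a covariate, 14 AT2 genes (median -2.28) and 2 AT1 genes (median -0.76) were lower.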

The downregulated gene clusters included AT2 (*Sftpc*, *Abca3*, and *Scd1*) and AT1 (*Ager*, *Fbln5*, and *Akap5*) [36] (Fig. 2C). These data indicate that BLM stimulation induced the downregulation of AEC- and lung regeneration-related genes and the upregulation of airway, inflammation, and senescence-related genes in murine lung organoids.

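Genes of ciliated cells stood 4.95 log2 units higher at 1.0 µg/mL BLM by their median, and 0 of 29 passed the test by limma (24 higher when adjusted over the list alone; camera, adjusted p = 7.47e-12; adjusted p = 0.361 with an estimated correlation). Tmem212, a marker of multiciliated cells, had 161, 92.3 and 371 normalized counts in organoids 4, 5 and 6, 675 in organoid 9, 247 in organoid 11 and at most 28.7 in the others. Its log2 fold change was 6.91 (standard error 2.27, adjusted p = 0.124). Mean levels of the ciliated list were 6.46 in organoid 9 and 5.95 in organoid 11, against 4.25, 3.91 and 6.38 in organoids 4, 5 and 6. Of 25 measured genes of the senescence-associated secretory phenotype, 2 rose, Areg and Igfbp3, 1 fell, Icam1, and 22 did not pass the test (5 higher and 1 lower when adjusted over the list alone). Igfbp3, which binds insulin-like growth factors, rose from 194 ± 33.0 to 1332 ± 609 (SD, n = 3), with 1046 in organoid 9 and 949 in organoid 11. The median of the secretory list was 0.73 (camera, adjusted p = 0.00607; adjusted p = 0.417 with an estimated correlation). Its mean levels were 1.31, 1.77 and -0.35 in organoids 4, 5 and 6. Of 32 genes of transitional and aberrant basaloid cells, 2 rose, Cdkn1a and Areg, 0 fell and 30 did not pass the test (5 higher when adjusted over the list alone). Their median was 0.74 (camera, adjusted p = 9.63e-05; adjusted p = 0.314 with an estimated correlation). Ndrg1 and the cornified envelope gene Sprr1a of that list had log2 fold changes of 2.72 (adjusted p = 0.0786) and 3.20 (adjusted p = 0.0884). The test fry asks whether the genes of a list move on balance in the same direction. Its adjusted p at 1.0 µg/mL was 0.0138 for AT2, 0.0153 for AT1, 0.0142 for surfactant and 0.0273 for interferon genes. It was 0.111 for ciliated and 0.204 for airway secretory genes. The camera call of the secretory list ended without organoid 4 (adjusted p = 0.0987) or organoid 5 (adjusted p = 0.114). The limma call of Igfbp3 ended without organoid 1, 2, 3, 4, 5, 6, 8, 10 or 12 (adjusted p from 0.0551 to 0.168). That of Icam1 ended without organoid 1, 2, 3, 4 or 6 (adjusted p from 0.0847 to 0.144). Among the libraries other than organoids 9 and 11, 25 ciliated genes, 7 genes of the secretory list and 14 genes of transitional and aberrant basaloid cells were higher. For these 3 lists the counts were 26, 5 and 13 with only the groups compared, 20, 10 and 10 with library weights, 8, 6 and 8 by DESeq2, 3, 5 and 4 by the likelihood ratio test of edgeR and 0, 1 and 2 by its quasi-likelihood test. With the airway score as a covariate they were 0, 0 and 1, and the median of the ciliated genes was 0.46. The score contains the ciliated genes, so the fall of their median follows by construction. From the genes of its upregulated and downregulated clusters, the paper concludes that BLM lowered genes of alveolar epithelial cells and of lung regeneration and raised genes of airway cells, inflammation and senescence.

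**Figure D2:**
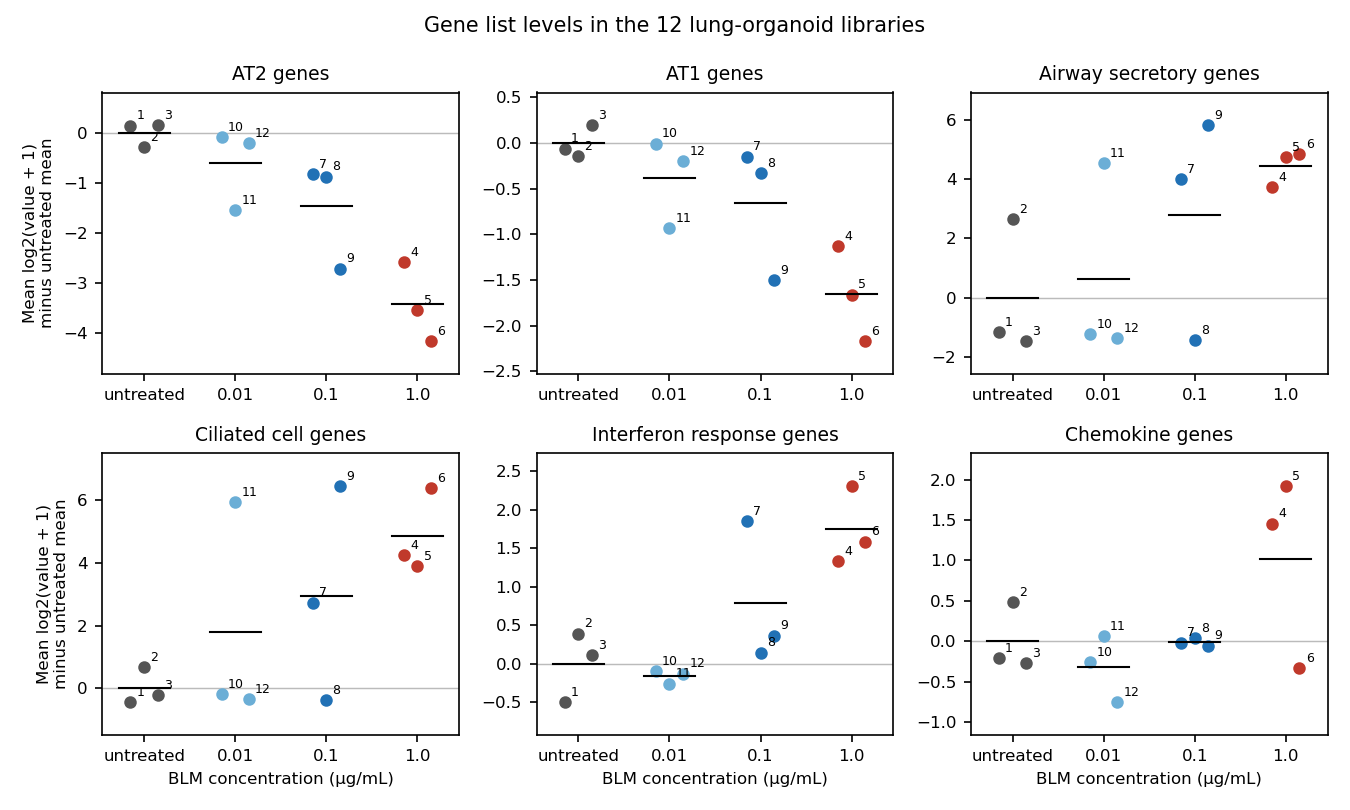
Mean log2 level of each gene list in each library relative to the mean of untreated organoids, by BLM dose in µg/mL, with the organoid number beside each point and a bar at the mean of the 3 libraries of a group. AT2 genes lie at -2.58, -3.54 and -4.17 at 1.0 µg/mL, and ciliated genes of organoids 9 and 11 at 6.46 and 5.95.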

**Fig. 2:**
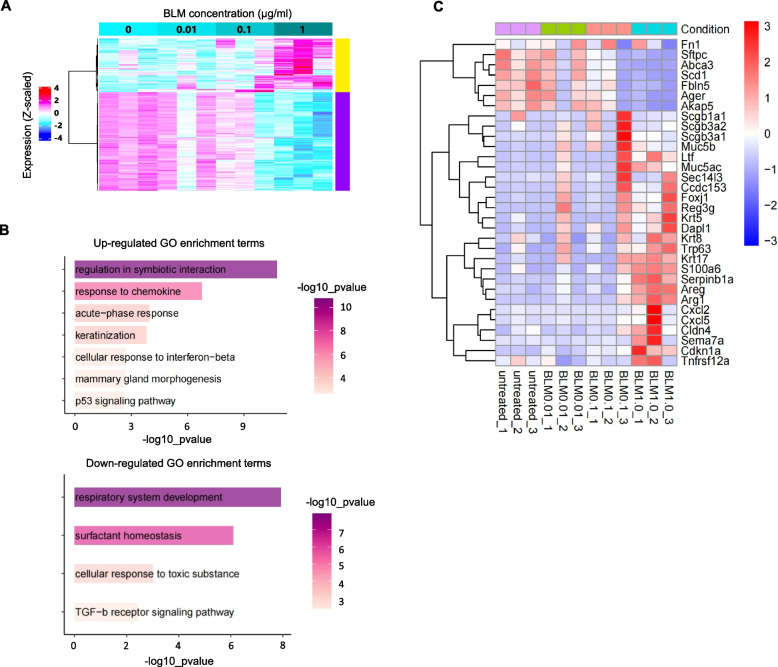
Bleomycin (BLM) stimulation impairs lung regeneration-related gene expression in murine lung organoids. **A** Heatmap representation of the expression changes of each gene in the gene modules, of which expression changes were correlated with the difference in the concentration of BLM stimulation. Upregulated and downregulated gene clusters following BLM stimulation are shown as yellow and purple clusters, respectively. **B** Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses for upregulated (upper panel) and downregulated gene clusters (bottom panel). The x-axis represents –log10 *p* values in each GO term, and the y-axis shows different GO terms. **C** Heatmap representation of the expression changes in key feature cell marker genes

#### Single-cell profiling of lung organoids reveals IPF-associated aberrant basaloid cells with cross-species relevance

To comprehensively understand the cellular composition of our lung-organoid model, we performed scRNA-seq analysis on untreated and 0.3 μg/mL BLM-treated lung organoids on day 14 post co-culture. Among the 15,522 detected cells, AECs, fibroblasts, and airway epithelial cells were identified based on the expression of the following lineage marker genes: *H2*-*Ab1* for AECs, *Col1a1* for fibroblasts, and *Itgb4* for airway epithelial cells (Fig. 3A) [37]. Subclustering analysis of AECs identified three subsets: *Sftpc*^+^ AT2, *Hopx*^+^ AT1, and *Mki67*^+^ proliferating AECs (Fig. 3 B and C). AT1 cells also expressed *Krt8*, an intermediate differentiation marker between AT2 and AT1 [38] cells (Fig. 3C). Subcluster analysis of airway epithelial cells identified nine cell clusters: *Trp63*^+^ and *Krt5*^+^ Basal cells (Basal_1), *Mki67*^+^ Cycling basal cells (Basal_2), *Muc5b*^+^ goblet cells, *Foxj1*^+^ ciliated cells, *Scgb1a1*^+^ club cells, *Ltf* ^+^ secretory cells, and Rgs13^+^ Tuft cells (Fig. 3 D and E). We identified two IPF-related ABC clusters (*Muc5b*^−^* Scgb1a1*^−^* Krt17*^+^ *Fn1*^+^*Krt5*^*low*^ ABCs_1 and *Muc5b*^−^* Scgb1a1*^−^ *Krt17*^+^*Fn1*^+^*Krt5*^+^ABCs_2) in our murine organoid model (Fig. 3 D and E). The *Krt17*^+^ *Fn1*^+^*Krt5*^*low*^ ABCs_1 subset exists in the lungs of patients with IPF, where it specifically localizes around fibroblastic foci [5]. To further validate the similarity between human ABCs and ABC-like cells in our lung-organoid model, we performed SingleR analysis [34] using scRNA-seq data of human airway subsets (IPF cell atlas (ABC_1), GSE136831 [5]) and in vitro cultured basal cells from IPF lungs (ABC_1 and ABC_2), GSE198153 [39]) as a reference (Supplementary Fig. S2A-B). We found that ABCs_1 and ABCs_2s in our lung-organoid model showed the highest SingleR score of human ABC_1 and ABC_2 with statistical significance (Supplementary Fig. S2C, Supplementary Table S1). Because SingleR scores reflect global gene expression similarity [34], the data indicated that our organoid model could induce ABC-like cells with transcriptional similarity to human lung ABCs. In contrast, time-series scRNA-seq analysis of BLM-injured murine lungs revealed that ABCs_1 and ABCs_2 were not detected in fibrotic lungs in vivo (Supplementary Fig. S3A–C). Next, we characterized these ABC subsets based on GO analysis of their marker genes. We found that fibrosis-associated GO terms, including wound healing, cell matrix adhesion, and tissue remodeling, were enriched in both ABCs_1 and ABCs_2, further supporting the association of these ABCs with fibrotic responses (Fig. 3F). These cell subsets were detected in both control and BLM-treated organoids (Fig. 3B–D), indicating that ABC induction may not depend on BLM stimulation. These data suggest that our lung-organoid model generates ABC-like cell subsets that are transcriptionally comparable to ABCs in both primary IPF lungs and cultured IPF lung-derived ABCs. The absence of these cells in conventional in vivo BLM-induced murine fibrosis models highlights the distinct advantage of our murine ex vivo system for studying the biology of these ABC-like subsets.

**Fig. 3:**
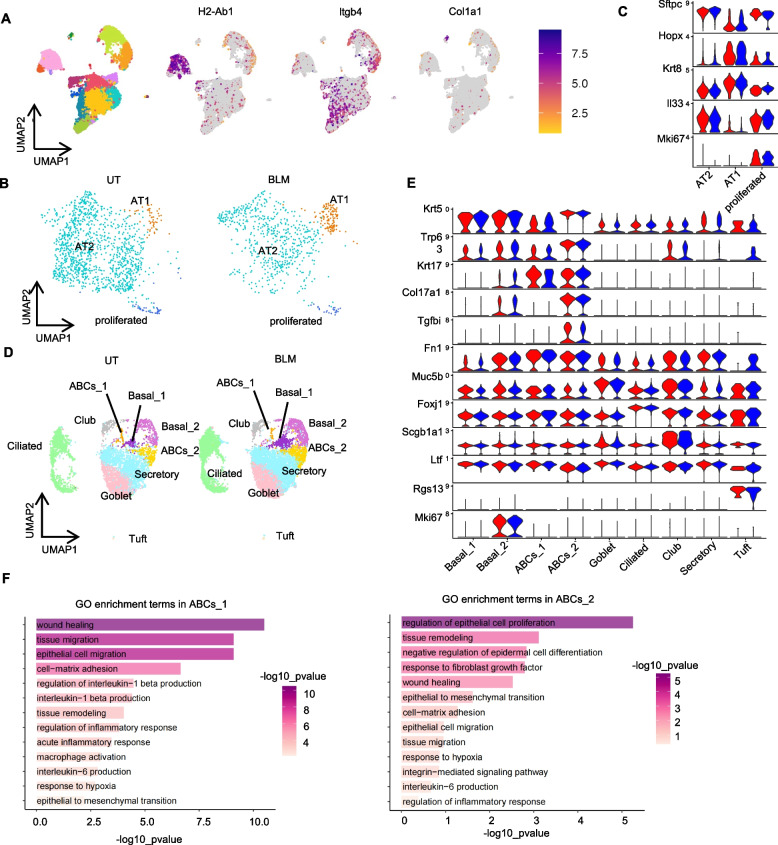
Single-cell RNA-sequencing revealed existence of aberrant basaloid cell subsets in murine lung organoids. **A** Cell clustering analysis of lung organoids visualized using a two-dimensional Uniform Manifold Approximation and Projection (UMAP) plot (left panel). Feature plots showing the expression of alveolar epithelial cell (AEC) and fibroblast marker genes in these three populations. **B** UMAP Dimplot shows the subclustering analysis of AEC subsets split by untreated (UT) (left) and BLM-stimulated (BLM) (right) with annotated cell type. **C** Violin plot indicating the expression of each cell marker gene of the AEC subsets split by UT (red) and BLM (blue). **D** UMAP Dimplot showing the subclustering analysis of AEC subsets split by UT (left) and BLM (right) with annotated cell type. **E** Violin plot indicating the expression of each cell marker gene of the AEC subsets split by UT (red) and BLM (blue). **F** GO enrichment analyses for differentially expressed genes (DEGs) in ABCs_1 (left panel) and ABCs_2 (right panel). The x-axis represents –log10 *p* values for each GO term, and the y-axis represents different GO terms

### BLM stimulation induces gene expression changes in AT2 cells in murine lung organoids associated with in vivo PF model

We further investigated which cell subsets were affected by BLM treatment based on the scRNA-seq dataset of our lung organoids. We detected DEGs (adjusted *p* < 0.05, minimum percentage of expressed cells = 20%) between untreated and BLM-stimulated organoids in each cell subset and found that AT2 cells had the highest number of DEGs (65 and 31 genes were upregulated and downregulated, respectively, by BLM stimulation) (as shown in Supplementary Table S2 in Additional File 2). This observation is consistent with previous reports showing that the primary target of BLM is AT2 cells [40]. Consistent with the bulk RNA-seq data for BLM-stimulated lung organoids, GO analysis revealed enrichment in DNA repair, double-strand break repair, and cellular senescence among the genes upregulated in the BLM group (as shown in Supplementary Fig. S4A in Supplementary Figures). Next, we assessed the correlation between changes in gene expression in AT2 cells of BLM-stimulated lung organoids and those in BLM-induced lung fibrosis in vivo using single-cell RNA-seq data. The upregulated DEGs associated with the enriched GO terms in AT2 cells of BLM-stimulated lung organoids, such as *Cdkn1a*, *Trp53inp1*, *Rps27l*, *Cd81*, and *Gclc*, increased in expression from day 3 post-BLM administration in AT2 cells in vivo (as shown in Supplementary Fig. S4B in Supplementary Figures). We observed lower expression of *Blmh*, which encodes BLM dehydrogenase that degrades BLM in AT2 and AT1 cells than in the airway epithelial population in our lung organoids (as shown in Supplementary Fig. S4C in Supplementary Figures). Considering that AT2 cells are more proliferative than AT1 cells, these data partially explain why AT2 cells were the primary target of BLM-induced lung epithelial injury in the lung-organoid model. These findings suggest a partial correlation between AT2 cell responses to BLM stimulation in lung organoids and murine lungs in vivo.

### BLM stimulation enhances fibrosis-associated interactions between ABCs_2 and other cell subsets

Our scRNA-seq analysis identified ABC subsets in a BLM-stimulated lung-organoid model. To further investigate the roles of ABC subsets in response to BLM stimulation in our organoid model, we performed a cell–cell interaction analysis of the organoid scRNA-seq data using CellChat [33]. By comparing the outgoing and incoming signaling strengths of all cell subsets in untreated and BLM-treated organoids, we identified the upregulation of the outgoing and incoming interaction strength of ABCs_2 following BLM stimulation (Fig. 4 A and B). Next, we investigated the changes in the outgoing signaling pathways of ABCs_2 following BLM stimulation. We identified TGF-β signaling as the top pathway specifically induced by BLM stimulation based on information flow, which is defined as the sum of the communication probability from ABCs_2 to the other cell subsets in the inferred network (Fig. 4C). Other TGF-β and ECM-related pathways, such as the BMP, WNT, FN1, and LAMININ pathways, were also enhanced by BLM stimulation, suggesting that fibrosis-associated interactions from ABCs_2 may increase. As TGF-β is a major driver of fibroblast activation and PF development [41], we assessed fibroblast-targeting interactions in our organoid model. We found that the strength of the ABCs_2–fibroblast interaction was upregulated by BLM stimulation and that TGF-β signaling was also a top-tier contributor to this interaction (as shown in Supplementary Fig. S5A and B in Supplementary Figures). To identify which TGF-β signaling molecules possibly contribute to this interaction, we calculated the difference in communication probability through each TGF-β signaling related ligand-receptor molecule following BLM stimulation between ABCs_2 and the other cell subsets (Fig. 4D). We found that TGF-β2 and Activin A receptor type I (*Acvr1* and *Acvr1b*)- TGF-β related receptor (*Tgfbr1* and *Tgfbr2*) interactions were increased between ABCs_2 and the other cell subsets (Fig. 4D). We also found that the expression of *TGF-β2* was significantly upregulated in the BLM-stimulated ABCs_2 of the lung-organoid model, and reanalysis of the public IPF Cell Atlas data [5] revealed that *TGF*-*β2* was highly expressed in the ABCs of IPF lungs (Fig. 4E). These findings suggest that BLM stimulation enhances fibrosis-associated signaling, particularly TGF-β2 signaling, from ABCs_2 to other cell subsets in murine lung organoids.

**Fig. 4:**
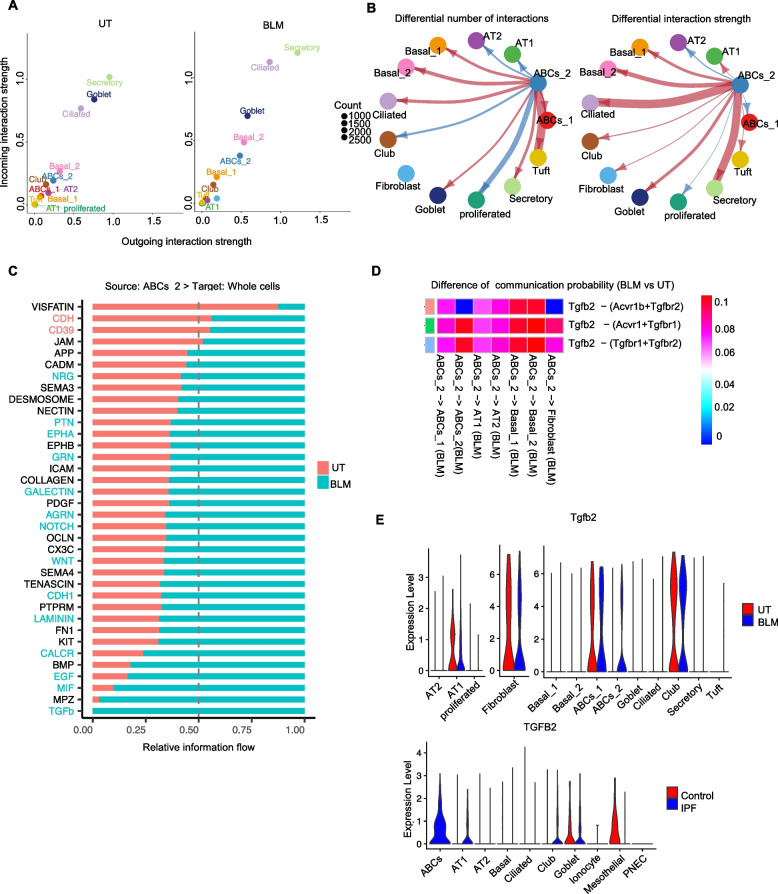
Bleomycin (BLM) stimulation enhances fibrosis-associated interactions between ABCs_2 and other cell subsets. **A** Scatter plot showing the difference in outgoing and incoming interaction strength changes between untreated (UT) (left panel) and BLM-induced lung organoids (right panel). **B** The circle plot shows the differential number of interactions from ABCs_2 to the whole cells (left panel) and the differential interaction strength (right panel). The red (or blue) edges represent increased (or decreased) signaling in the BLM dataset compared to the UT. **C** The bar plot shows the significant signaling pathways from ABCs_2 to whole cells ranked based on the difference in the overall information flow within the inferred networks between the UT and BLM groups. A paired Wilcoxon test was performed to determine the significance between UT and BLM. **D** Heatmap representation of cell-cell interaction changes at ABCs_2 of Tgfb2-mediated ligand-receptor. Upregulated and downregulated interaction strengths are colored magenta and cyan, respectively. **E** Violin plot showing ligand expression compared with untreated UT and BLM conditions in the scRNA-seq dataset of lung organoids (upper panel) at AEC, Fibroblast, AEC population, and the human IPF dataset (bottom panel)

### BLM stimulation enhances ephrin A4-EPH receptor A2 signaling from AT2 cells to ABCs_2 in lung organoids

As AT2 cell injury is the primary response to BLM stimulation, we explored the potential interaction between AT2 cells and ABCs_2. BLM stimulation increased the number of interactions between AT2 cells and ABCs_2 (Fig. 5A). Information flow analysis revealed that the ephrin-A signaling pathway was specifically upregulated by BLM stimulation (Fig. 5B). Ephrin-A signaling involves multiple family member ligands and receptors, including ephrin A1-A5 and EPH receptors [42, 43]. To identify which ephrin-A ligand/receptor might contribute to the AT2-ABCs_2 interaction upon BLM stimulation, we performed a differential communication probability analysis. We found that the interactions between ephrin A4 (*Efna4*) and EPH receptors A2/A4 (*Epha2* and *Epha4*) between AT2 cells and ABCs_2 increased following BLM stimulation (Fig. 5C). Consistent with these observations, the expression of *Efna3* (*p* < 2.2e-16) and *Efna4* (*p* = 1.219e-05) in AT2 cells and *Epha2* in ABCs_2 cells was specifically upregulated by BLM stimulation. Thus, we hypothesized that the enhancement of ephrin-A interactions between AT2 cells and ABCs_2 is associated with TGF-b2 induction in ABCs_2 by BLM stimulation. To further assess whether ephrin-A signaling is enhanced in human IPF lungs, we analyzed public scRNA-seq data from the IPF Cell Atlas dataset [5]. We found that ephrin A1/A5 *EFNA1* and *EFNA5* (*p* = *6.544e-05*) expression in AT2 cells was significantly upregulated in patients with IPF compared to that in the controls (Fig. 5E). Although EPH receptor A2 (*EPHA2*) was expressed in AT2, basal, club, and goblet cells in control lungs, it was predominantly expressed in ABCs in IPF lungs (Fig. 5E). Although both Efna3 and Efna4 were upregulated in AT2 cells upon BLM stimulation, Efna4 exhibited a higher communication probability with Epha2-expressing ABCs_2, as indicated by the difference in communication probability scores (Fig. 5C). This suggests that ephrin A4 may play a more dominant role in mediating the interaction between AT2 cells and ABCs_2.

**Fig. 5:**
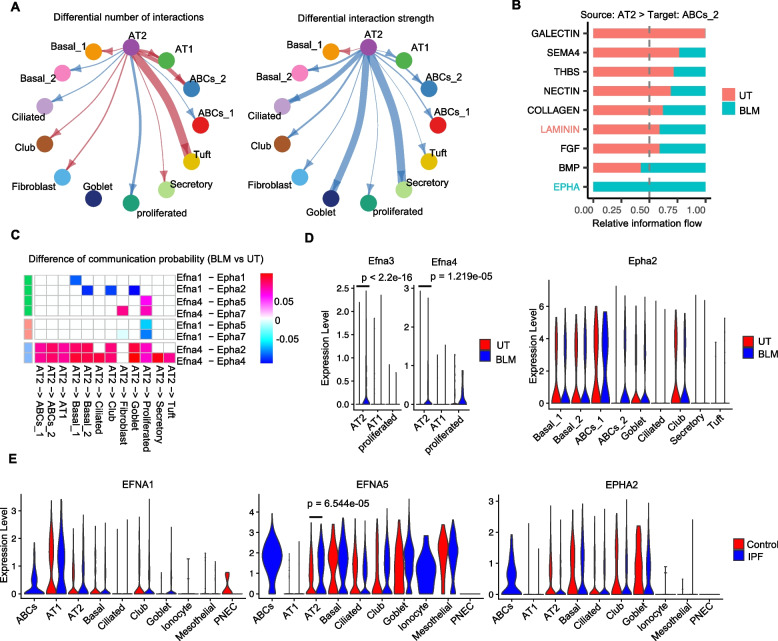
Bleomycin (BLM) enhances ephrin A4-EPH receptor A2 signaling from AT2 to ABCs_2 in lung organoids. **A** The circle plot shows the differential number of interactions between AT2 cells to other cells (left panel) and the differential interaction strength (right panel). The red (or blue) edges represent increased (or decreased) signaling in the BLM dataset compared to the UT. **B** The bar plot shows that the significant signaling pathways from AT2 to ABCs_2 were ranked based on differences in the overall information flow within the inferred networks between the UT and BLM groups. A paired Wilcoxon test was performed to determine the significance between UT and BLM. **C** Heatmap representation of cell-cell interaction changes in AT2 cells of Epha-mediated ligand-receptor. Upregulated and downregulated interaction strengths are colored magenta and cyan, respectively. **D** Violin plot showing ligand (left panel) and receptor (right panel) expression compared with untreated UT and BLM conditions in the scRNA-seq dataset of lung organoids. The expression of each ligand and receptor between UT and BLM at AT2 and ABCs_2 was correlated using the Mann–Whitney *U* test. **E** Violin plot showing ligand and receptor expression compared with the control and IPF in the scRNA-seq dataset of the human lung. The expression of each ligand and receptor between UT and BLM at AT2 was correlated using the Mann–Whitney *U* test. The exact *p* value is marked on the figure, and non-significance is marked as blank

### Ephrin A3 and A4 regulate epithelial cell proliferation, fibroblast activation, and ABC_2-related gene expression changes in BLM-stimulated organoids

To investigate the functional roles of Ephrin A3 and A4 in lung organoid responses, we stimulated BLM-treated lung organoids with Ephrin A3 or A4 proteins and performed bulk RNA-seq analysis of the organoids. We identified DEGs from each Ephrin A3 stimulation experiment and the Ephrin A4 stimulation group, and weighted gene co-expression network analysis (WGCNA) identified co-expression modules within these DEGs (Fig. 6A). We found that modules MEblue and MEturquoise (Ephrin A3), and MEturquoise (Ephrin A4) showed gene expression changes (Ephrin A3: over 0.3 µg/mL, Ephrin A4: 0.1 µg/mL) in early time point (24 h after stimulation) (Fig. 6B). In module MEturquoise of the Ephrin A3 group, GO analysis of 310 downregulated genes in line with Ephrin A3 concentration revealed significant enrichment of ECM-related genes (Fig. 6C, left panel), such as *Col1a1*, *Col3a1*, and *Tgfbi* (Fig. 6D). In the MEblue module of the Ephrin A3 group, GO analysis of 205 upregulated genes in line with Ephrin A3 concentration revealed significant enrichment of terms related to the cell cycle and cell proliferation (Fig. 6C, right panel). The genes included Lmnb1, Ezh2, and Calm2, which could contribute to epithelial cell proliferation [44, 45]. In module MEturquoise of the Ephrin A4 group, GO analysis of this upregulated gene expression module revealed significant enrichment of terms related to epithelial biology, including “epidermal cell differentiation,” “wound healing,” and “regulation of epithelial cell proliferation” (Fig. 6E). Consistent with our CellChat analysis, we found that this signature included the ABC marker genes *Krt5*, *Krt17*, and Ephrin-A receptor 2 (*Epha2*) (Fig. 6D). Collectively, these results indicate distinct roles of Ephrin A3 and A4 in BLM-stimulated murine lung organoids: Ephrin A3 might enhance epithelial proliferation-associated gene expression changes and suppress fibrosis-associated gene expression changes, whereas Ephrin A4 might contribute to the induction of ABC-related gene expression changes.

**Fig. 6:**
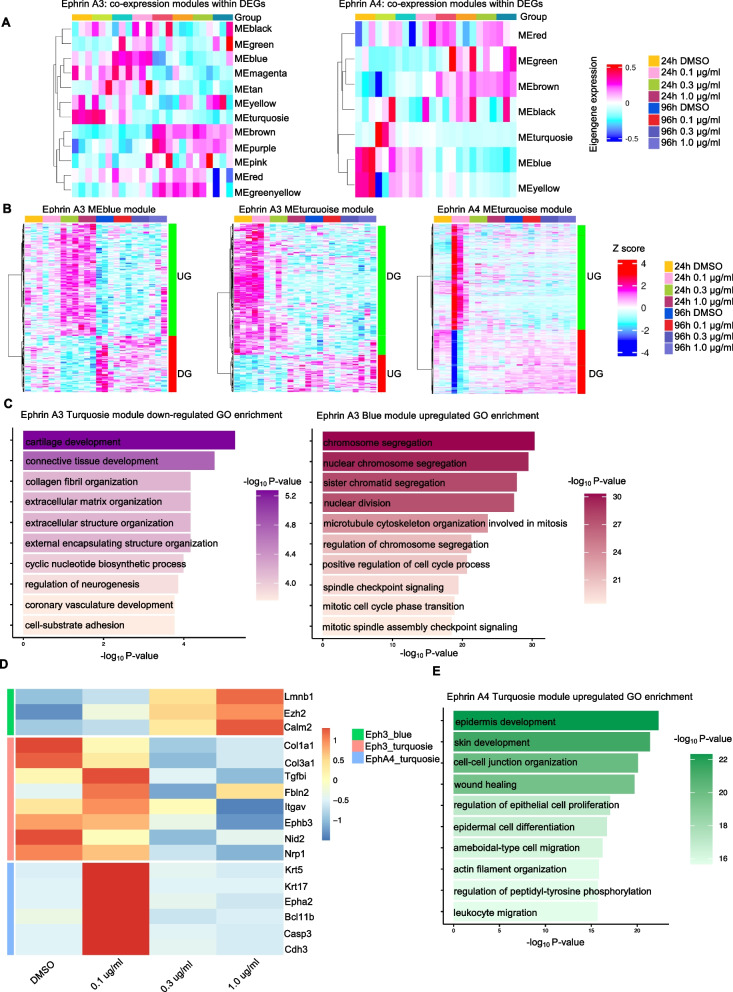
Ephrin A3 and A4 regulate epithelial cell proliferation, fibroblast activation, and ABC_2-related gene expression changes in BLM-stimulated organoids. Bulk RNA-sequencing was performed on lung organoids stimulated with recombinant Ephrin A3 or Ephrin A4 at different concentrations and time points. **A** Heatmap representation of the changes in WGCNA-identified module eigengene expression in Ephrin A3-stimulated organoids (left panel) and Ephrin A4-stimulated organoids (right panel). **B** Heatmap representation of the Z-score for relative gene expression within the Ephrin A3 MEblue, MEturquoise, and Ephrin A4 MEturquoise modules. Two differential gene expression patterns (upregulated genes [UG] and downregulated genes [DG]) were observed. **C** Gene ontology (GO) enrichment analysis for the Ephrin A3 downregulated Turquoise module, showing enrichment for terms related to ECM (e.g., cartilage development, connective tissue development, and extracellular matrix organization). **D** Heatmap showing the expression tag counts of selected representative genes associated with Ephrin A3 Blue and Ephrin A4 Turquoise modules across increasing concentrations of stimulants. The color key on the right indicates the module association of each gene. **E** Gene Ontology (GO) enrichment analysis of the Ephrin A4 upregulated Turquoise module, showing enrichment for terms associated with epithelial development, wound healing, and cell-cell junction organization. The Ephrin A3 upregulated Blue module’s GO enrichment analysis is also shown, with terms related to the cell cycle and proliferation (e.g., sister chromatid segregation, nuclear division, and microtubule cytoskeleton organization)

## Discussion

The absence of a model that induces IPF-specific epithelial cell subsets limits our understanding of the pathophysiological roles of these epithelial cells in lung fibrosis. In this study, we established a novel ex vivo lung-organoid model that allowed the induction and activation of IPF-specific ABCs. Bulk and scRNA-seq analyses revealed that our lung injury organoid model contained ABCs with most of the lung epithelial cell subsets and partially recapitulated lung injury responses in vivo.

Our lung model demonstrated that 2 days of BLM stimulation significantly reduced the organoid size and number in a dose-dependent manner, even after stimulation ceased, mirroring the destructive effects observed in vivo following a single intratracheal BLM dose [46]. This phenomenon might be attributed to the loss of AT2 cells [12], which are critical for maintaining alveolar structures [12] because of their role as stem cells of AT2 cells and their production of essential mediators such as surfactant proteins.

Bulk and scRNA-seq analyses revealed that BLM stimulation induced significant changes in gene expression, mainly in AT2 cells, with DEGs associated with DNA repair, the p53 signaling pathway, cellular senescence, and wound healing pathways. This observation was consistent with the known mode of action of BLM, which induces DNA double-strand breaks and oxidative stress [47] and lower expression of the BLM-inactivating enzyme BLM hydrolase (*Blmh*) in AECs than in other lung cell subsets [48, 49].

A major finding of this study was that scRNA-seq analysis of lung organoids identified two ABC-like cell subsets that are a signature of fibroblastic foci in IPF lungs [39]. We demonstrated transcriptional similarity to human IPF-associated ABCs and ABC-like cells. This makes our organoid system a uniquely advantageous platform, as these ABCs were not observed in conventional in vivo murine models of BLM-induced PF. Our model generates these cells and allows us to dissect the signaling pathways that partly regulate these cell states. Cell–cell interaction analysis predicted that injured AT2 cells communicate with ABCs_2 via ephrin-A signaling. In line with this observation, Ephrin A4 stimulation suppressed ABC_2-related gene expression changes, and Ephrin A3 stimulation promoted epithelial regeneration-related and suppressed fibroblast activation-related gene expression changes, suggesting a possible contribution of Ephrin A3/A4 signaling in ABC induction, epithelial regeneration, and fibroblast activation. While BLM stimulation also induced the profibrotic cytokine TGF-β2 in ABCs, we did not observe any modification in TGF-β2 gene expression by Ephrin A3/A4 stimulation. Thus, investigating the molecular mechanisms of TGF-β2 induction in ABC_2 cells remains an important topic for future studies.

This study has a few limitations. First, the 14-day-culture period after BLM stimulation was shorter than the pathological course of the in vivo BLM-induced PF model, which includes injury (~ 7 days), fibrosis (7–28 days), and repair (from day 28 onward). This discrepancy may explain why only AT2 cells, but not other cell subsets, altered their gene expression patterns. Further analysis of the organoids for over 14 days after co-culture (e.g., 21–28 days after co-culture, which corresponds to the peak of the fibrotic responses in the in vivo BLM-induced lung fibrosis model) is required to determine whether this organoid model can reflect the patterns and phenomena of fibrotic processes. Second, the developed organoid model lacked important cell subsets that contribute to lung homeostasis, such as alveolar and interstitial macrophages [50]. Co-culture of lung organoids with these macrophages may be necessary to better identify the responses to lung injury in vivo, and thus possibly improve the model. Third, the composition of epithelial cells, particularly AECs and airway epithelial cells, may affect the response of lung organoids to BLM stimulation. As our cell–cell interaction analysis suggested communication between AECs and airway epithelial cells, the contribution of the balance of lung epithelial cell subsets to lung organoid responses should be investigated further. Fourth, functional validation experiments indicated the effect of Efna4 by stimulating BLM-injured lung organoids with Ephrin A4 protein. We found that Ephrin A4 induced ABC marker gene expression and *Epha2* expression. However, we did not perform an intervention against the Epha2 receptor; therefore, it is not clear whether the above-mentioned Ephrin A4 effect was mediated by the Epha2 receptor. In future studies, incorporating protein-level assays and neutralization approaches will be essential to establish definitive ligand–receptor engagement and downstream signaling in our organoid model.

iPSCs have been widely used in in vitro organoid models, including lung organoids, for drug screening and investigating tissue formation mechanisms [51, 52]. However, iPSC-derived lung organoids require a long generation period [15] and often contain undifferentiated epithelial cells that do not exist in the lung, with AECs in these organoids being in an immature state compared to adult AECs [15]. In addition, iPSC-derived BLM-injured organoid models do not contain ABCs [15]. In contrast, our murine organoid model was easier to handle, more cost-effective, and covered a broader range of mature lung epithelial cell subsets, including alveolar ABCs. Therefore, our model may be advantageous for drug screening in patients with human lung fibrosis.

## Conclusions

This study established a simple and rapid ex vivo lung injury organoid model that can induce IPF-specific ABCs using primary murine lung cells and BLM stimulation and found that Ephrin A4 as a contributor of the induction of ABC-related gene signatures. As various external and internal factors, such as silica/asbestos inhalation and mutations in *Sftpc*, induce lung injury, investigating lung organoid responses under these conditions may provide novel insights into lung injury, fibrosis, and repair mechanisms. Expanding our organoid approach could contribute to the development of novel drug screening platforms for lung injury and fibrosis and provide new therapeutic targets for these diseases.

## Supplementary Information

Supplementary Material 1. Supplementary Table S1. SingleR score of human ABC_1 and ABC_2 with statistical significance.

Supplementary Material 2. Supplementary Table S2. Differentially expressed genes (DEGs) of AT2 cells between untreated and BLM-stimulated lung organoids.

Supplementary Material 3.

## Data Availability

We have deposited all related data at GEO (http://www.ncbi.nlm.nih.gov/geo) with following accession number: GSE200299, GSE249285, GSE201698.

## Abbreviations

ABC: Aberrant basaloid cell
AEC: Alveolar epithelial cells
AM: Alveolar macrophage
APC: Allophycocyanin
BLM: Bleomycin
EPH: Ephrin
FBS: Fetal bovine serum
GEO: Gene Expression Omnibus
GFP: Green fluorescent protein
GO: Gene ontology
HOPX: Homeodomain-only protein X
IPF: Idiopathic pulmonary fibrosis
KEGG: Kyoto Encyclopedia of Genes and Genomes
NCBI: National Center for Biotechnology Information
PBS: Phosphate-buffered saline
PC: Principal component
PCA: Principal component analysis
PCR: Polymerase chain reaction
PF: Pulmonary fibrosis
UMAP: Uniform Manifold Approximation and Projection
UMI: Unique Molecular Identifier
WGCNA: Weighted gene co-expression network analysis

# Supplementary material for: Ex vivo lung-organoid model for aberrant basaloid cell induction and activation
**Source:** Inflamm Regen. 2025 Oct 30;45:33. doi: 10.1186/s41232-025-00396-z
**Supplement:** Supplementary file 3 — Supplementary Material 3.

## Slide 1

Supplementary Figure S1
A
BLM 0.01 μg/mL
BLM 0.1 μg/mL
BLM 1 μg/mL
BLM 0 μg/mL
B
Day 8
Day 14
Day 10
Supplementary Figure S1. Macroscopy changes of lung organoid following BLM stimulation.
(A) Representative images of automatic lung organoid detection and counting at day 14 post co-culture. Each
single color in the upper panel represents one lung organoid inside the imaged well (upper panel), and
corresponding raw images (lower panel). (B) Changes in the number of lung organoids at each time point (left).
The individual well data at days 8, 10, and 14 post co-culture are also shown as a scatter plot (right). Representative results of two independent experiments are shown. (A and B) Data are shown as mean ± SEM
(n = 6). ** p < 0.01, ****p < 0.0001 using one-way analysis of variance with Dunnett’s multiple comparison test.

## Slide 2

Supplementary Figure S2
B
A
GSE198153
Cluster4 : ABC_2, Cluster7: ABC_1
C
mouse lung organoid celltype
mouse lung organoid celltype
mouse lung organoid celltype
Supplementary Figure S2. Global gene-expression similarity of airway epithelial cells between mouse lung organoids and human IPF lungs. (A) Re-analysis of scRNA-seq datasets of cultured basal cells derived from human IPF lungs (GSE198153). UMAP plot showed cell clusters in each culture condition. (B) Violin plot representation of marker gene expression in each cell clusters in GSE198153 dataset. Cluster 4 was identified as KRT17hi FN1+ KRT5med TGFB2+ ABC_2 and cluster 7 was identified as KRT17med FN1+ KRT5hi TGFB2+ ABC_1. (C) Global gene-expression similarity analysis of airway epithelial cells between mouse lung organoids and human IPF lungs by SingleR. SingleR similarity scores were calculated. (reference: scRNA-seq data of airway epithelial cell subsets in human IPF lung datasets (GSE136831 IPF cell atlas or GSE198153 cultured basal cells of human IPF lungs), query: our scRNA-seq data of mouse lung organoids). Statistical test of the difference of the SingleR scores in each cell subsets performed by Wilcoxson rank sum test (Supplementary Table 1). Of note, ABCs_1 and ABCs_2 in our murine lung organoid model showed highest similarity to human ABC_1 and ABC_2, respectively.

## Slide 3

Supplementary Figure S3
Day 7
Day 0
Day 3
Day 21
Day 14
Day 10
UMAP2
UMAP1
UMAP2
UMAP1
A
B
UMAP2
UMAP1
Sftpc
Ager
Krt5
Krt17
UMAP2
UMAP1
Fn1
Scgb1a1
Muc5b
Foxj1
UMAP2
UMAP1
C
Supplementary Figure S3. Validation of ABCs presence in murine lung
(A) Uniform Manifold Approximation and Projection (UMAP) Dimplot shows the whole lung cell population in murine model (B) UMAP
Dimplot shows the whole lung cell population based on the different time points after BLM administration, day 0 = untreated (UT) (C)
Feature plot showing the expression of AEC and AEC-related marker genes, and visualization of its distribution based on UMAP Dimplot.

## Slide 4

Supplementary Figure S4
A
0.3 ug/ml BLM-treated Lung Organoids upregulated GO enrichment term in AT2 cells
-log10_pvalue
3
2
1
2
4
0
3
1
-log10_pvalue
B
2 mg/kg BLM-administered in vivo murine model
Cellular senescence
Cdkn1a
6
4
Expression Level
2
0
day21
day14
day10
day0
day7
day3
DNA damage response
Fibroblast proliferation
Rps27l
Trp53inp1
day21
day14
day0
day10
day7
day21
day14
day10
day0
day7
day3
day3
in vitro Lung Organoid model
C
Tissue regeneration
Fibroblast activation
Cd81
Gclc
Expression Level
day10
day21
day0
day14
day21
day14
day7
day10
day0
day7
day3
day3
Airway　epithelial cells
UT
BLM
Club
Tuft
Basal_1
Ciliated
Basal_2
Secretory
Goblet
ABCs_2
ABCs_1
AEC
Blmh expression level

## Slide 5

Supplementary Figure S5
A
Differential number of interactions
Differential interaction strength
AT2
AT2
Basal_1
AT1
Basal_1
AT1
Basal_2
ABCs_2
Basal_2
ABCs_2
Ciliated
ABCs_1
Ciliated
Club
Club
Tuft
Tuft
Fibroblast
Fibroblast
Secretory
Secretory
Goblet
proliferated
Goblet
proliferated
ABCs_1
B
Source: ABCs_2 > Target: Fibroblats
Source: AECs > Target: Fibroblats
UT
BLM
Relative information flow
Relative information flow
Supplementary Figure S5. Information flow analysis between lung epithelium and fibroblast
(A) The circle plot shows the differential number of interactions from epithelial cells to fibroblasts (left panel) and the
differential interaction strength (right panel). The red (or blue) colored edges represent increased (or decreased) signaling in
the BLM-stimulated (BLM) dataset compared with the untreated (UT) dataset. (B) The bar plot shows that significant
signaling pathway from ABCs_2 to fibroblasts (left panel), AECs to fibroblasts (right panel) were ranked based on differences
in the overall information flow within the inferred networks between UT and BLM. A paired Wilcoxon test was performed to
determine the significance between UT and BLM.

How the deposited data were processed for this re-analysis (not part of the article)

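Bulk RNA-seq of murine lung organoids was analysed for 12 libraries in 4 groups of 3: untreated organoids and organoids stimulated with 0.01, 0.1 or 1.0 µg/mL BLM for 48 h and collected on day 14 of co-culture. The other experiments of the paper (single cells, ephrin stimulation, imaging) are not analysed here. Each library took its group from the deposited sample descriptions. No paired analysis was possible because neither the table nor the sample descriptions tie a library to the replicate numbers of Fig. 2C.

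The deposited signal values are normalized counts that the authors made from raw counts per gene by a size factor per library from the TCC package (EEE-E), as the methods and the header of the table state. Before that, per the authors, reads were filtered with cutadapt (2.1.0 in the submitters' notes, another version in the methods) and mapped to the reference RNA of GRCm38 with Bowtie2 2.4.2. Each library's values were whole multiples of a step (tolerance 0.01 reads, 100% of values), so whole reads were recovered by multiplying with the size factor, which lay between 0.504 and 1.38. The table also holds the authors' p-values and q-values over the 4 groups, which per the methods come from TCC with Benjamini-Hochberg correction, and a call per gene whose threshold is not given in the sources used here. These columns are used only where the text names the authors' deposited table.

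Recovered reads ranged from 982027 to 2693786 per library, and the gene with the most reads, LOC118568312, took between 2.48% and 9.90% of them. Any 2 libraries differed by more than counting noise, with a chi-square per degree of freedom of at least 2.76. Intervals and standard errors therefore come from the spread between libraries. The table names 32176 genes by symbol, 30939 of which matched the RefSeq table of GRCm38 used for coordinates, and 1237 did not. It names no gene of the mitochondrial genome.

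Genes with a normalized value of at least 10 in at least 3 libraries were kept (13895). Their log2(value + 1) was fitted with limma 3.58.1 (R 4.3.3), a mean for each of the 4 groups and empirical Bayes with a mean-variance trend. Each dose was compared with untreated organoids, the doses 1.0 and 0.1 µg/mL and 0.1 and 0.01 µg/mL with each other, all 4 groups by a moderated F test, and the dose order by a slope over steps 0, 1, 2 and 3. Benjamini-Hochberg adjusted p under 0.05 was the threshold. For the count over the 4 groups, a change of at least 2-fold at a dose and a maximum of at least 100 were also required, as in the methods of the paper.

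The gene lists, the rule for named genes, the tests and the alternatives were fixed before the data were examined, apart from those said to be chosen later. There were 37 lists with 900 genes: AT2, AT1, airway secretory, ciliated, basal, transitional and aberrant basaloid, fibroblasts, myofibroblasts and fibrotic matrix, endothelium, mesothelium, pericytes and smooth muscle, leukocytes, erythroid, tuft and neuroendocrine, mitochondrial genome, p53 targets, DNA repair, senescence-associated secretion, chemokines, acute phase, interferon response, keratinization, surfactant homeostasis, lung development, TGF-beta receptor signaling, proliferation, cholesterol and fatty acid synthesis, antioxidant and glutathione, hypoxia and glycolysis, unfolded protein response, immediate early genes, ephrin-A ligands and receptors, the genes the paper names as up or down and the others of Fig. 2C, and both directions of Supplementary Table S2. Of these, 33 held at least 5 kept genes and were tested at 1.0 µg/mL with camera (preset correlation 0.01), camera with an estimated correlation, and fry. Named were every gene the paper names for these libraries and in Fig. 2C, the 10 genes with the largest rise and the 10 with the largest fall at 1.0 µg/mL among those past the thresholds whose 3 libraries all lay on the same side of the untreated libraries, the 5 genes of each direction with the smallest adjusted p of the dose slope, up to 4 members with the smallest adjusted p of each list described, members of lists of other cell types with a group mean over 1000, and genes the paper names for single cells. The paper had been read when the rule was written, so its named genes count as seen.

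As alternatives, the pseudocount was 10 or 0.1, the filter was dropped or raised to 100, the values were rescaled by TMM, to the same total or by quantiles, only the groups compared were fitted, each library was weighted by its quality, the empirical Bayes step was made robust, and each library was left out in turn. On recovered reads, the quasi-likelihood test of edgeR 4.0.16 (with the deposited scaling or TMM), its likelihood ratio test and DESeq2 1.42.0 were run. Chosen after seeing the data were fits without organoids 9 and 11, with an airway score of each library (mean log2 value of the airway secretory, ciliated and basal lists) as a covariate, and with the authors' p-values from the deposited table adjusted over the genes kept. TCC itself, the GO and KEGG enrichment in ClueGO and the clustering of Fig. 2A were not run.

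The tests were tested on simulated data of this size with 200 changed genes, in 3 sets. Each gene was drawn independently of the others, and the changed genes came from those of higher mean value. The real libraries share a common structure that the simulation lacks. The shares below therefore hold for the simulated sets and do not give the false share in the real libraries. For 1.0 µg/mL against untreated, limma called 83.0% of genes changed 4-fold and 95.3% of those changed 16-fold, and 6.63% of its calls were false. The false share was 5.17% for the quasi-likelihood test of edgeR, 18.7% for its likelihood ratio test and 18.6% for DESeq2.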

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

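Every test of a cause in the next 3 paragraphs was chosen after the result it bears on had been seen, as was the airway score as a covariate.

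The summed values of airway genes in organoid 9 (0.1 µg/mL, 119066) and organoid 11 (0.01 µg/mL, 85999) stood above and within the range of the libraries at 1.0 µg/mL (43053 to 101217). Organoid 9 cannot be told apart from a library of the 1.0 µg/mL group under a wrong label: its interferon level of 0.36 lay below the lowest of that group (1.33, SD 0.51), but its AT2 level of -2.72 lay within the group (-4.17 to -2.58). For organoid 11 such a label is argued against by both levels, interferon at -0.26 and AT2 at -1.54, each outside the group by more than its SD (0.51 and 0.80), while the correlation with organoid 6, 0.947 for organoid 9 and 0.920 for organoid 11 beside 0.847 between organoids 4 and 6, sets neither apart from the group. The amount argues against reads carried over from another library, since the lower of the 2 airway sums was 85.0% of that in the highest other library. A label exchanged between these 2 libraries or with a sample outside the series was not tested, and a hypothesis left open is that cultures, which the paper describes as a mixture of alveolospheres and tracheospheres, held different amounts of airway cells whatever the dose.

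AT2 genes were lower and airway genes higher at 1.0 µg/mL. A lower share of alveolar cells alone would raise airway and fibroblast genes alike, but the airway secretory level exceeded the fibroblast level by at least 3.51 log2 units in each library at 1.0 µg/mL (SD of the difference 1.73). With the airway score as a covariate, 14 of 28 AT2 genes still passed and the median moved from -3.73 to -2.28 (SD of the members 0.76). The other AT2 calls ended as the folds shrank. The score enters as a straight line on the log2 scale, so it may not take up the whole effect of airway content. The fit also takes the label of organoid 9 as right. Airway content as the whole cause of the lower AT2 genes is thus not excluded. The higher airway genes and a chance distribution of airway cells over the cultures cannot be told apart, since the airway score of the 3 libraries at 1.0 µg/mL against the other 9 had a two-sided exact permutation p of 0.0909. A hypothesis that stays open is an effect of the dose on airway cells, which no test here decides.

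Interferon response genes were higher at 1.0 µg/mL. Airway content is argued against as the whole source, since the lowest library at 1.0 µg/mL stood 0.97 log2 units above the higher of organoids 9 and 11, more than the SD of that group (0.51). A single library is argued against too, since the lowest library at 1.0 µg/mL stood 0.94 above the highest untreated one (SD of untreated 0.46). Both arguments take the label of organoid 9 as right, which stays open. Under a wrong label the lowest level at 1.0 µg/mL would be 0.36, beside 0.39 in the untreated organoid 2. The argument on airway content would then rest on organoid 11 alone. A response to BLM remains a hypothesis, found and tested on the same libraries. Airway content as a part of the source stays open, since at 0.1 µg/mL organoid 7, with an airway secretory level of 4.01, had an interferon level of 1.85, beside -1.43 and 0.14 in organoid 8 and 5.83 and 0.36 in organoid 9.

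The other results here concern genes outside those the paper discusses for these libraries. Ciliated genes had a median log2 fold change of 4.95 at 1.0 µg/mL. It was 0.46 with the airway score as a covariate, which contains these genes and lowers it by construction. Mesothelium genes had a median of 3.18 over 7 measured members, 0 of which passed the test by limma (1 higher when adjusted over the list alone), and its most abundant members, Msln and Krt19, reached means of 1433 and 3013 at 1.0 µg/mL and 2414 and 3173 in organoid 9 and 1319.6 and 2193 in organoid 11 (camera, adjusted p = 0.0245, and 0.339 with an estimated correlation). Mean levels of this list were 2.71 and 2.81 in organoids 9 and 11 and 0.89 in the untreated organoid 2, and with the airway score as a covariate its median was -0.12 (adjusted p = 0.422). Its call ended without organoid 4 (adjusted p = 0.0652). Epithelial cells can also express Msln and Krt19, so the list does not show that mesothelial cells were present. Fibroblast genes had a median of -1.07 over 33 members, 0 of which passed by limma, also when adjusted over the list alone (camera, adjusted p = 2.04e-04, and 0.600 with an estimated correlation), with levels of 0.22, -1.19 and -2.04 in organoids 4, 5 and 6. Without organoid 6 that call ended (adjusted p = 0.120), and with the airway score as a covariate the direction turned, to a median of 0.31 (adjusted p = 0.0359, and 0.722 with an estimated correlation). Myofibroblast and fibrotic matrix genes had a median of -0.66 over 28 members, 0 of which passed by limma, also when adjusted over the list alone (camera, adjusted p = 0.0447, and 0.756 with an estimated correlation). That call ended without any single library among organoids 3, 6, 7, 10, 11 and 12, with adjusted p of 0.207, 0.357, 0.0507, 0.0521, 0.0624 and 0.0546, and the airway score turned its median to 0.58 (adjusted p = 0.00937, and 0.683 with an estimated correlation). Proliferation genes had a median of -0.42 over 43 members, 0 of which passed by limma, also when adjusted over the list alone (camera, adjusted p = 0.00511, and 0.735 with an estimated correlation). Their call ended without organoid 2 (adjusted p = 0.297) or organoid 4 (0.785), and with the airway score as a covariate the median was -0.71 (adjusted p = 6.66e-06, and 0.683 with an estimated correlation). Cholesterol and fatty acid synthesis genes had a median of -0.28, and of -0.63 with the airway score as a covariate (adjusted p = 2.04e-16, and 0.200 with an estimated correlation). Hypoxia and glycolysis genes had one of 0.91, and of 0.37 with that covariate (adjusted p = 0.0202, and 0.496 with an estimated correlation). Cdh6 had a log2 fold change of 6.57 and Hc one of -5.32, and both calls ended without organoid 1 (adjusted p = 0.0521 and 0.0521) or organoid 3 (adjusted p = 0.0776 and 0.0602).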

How the results depend on the processing

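The fits without organoids 9 and 11, with the airway score as a covariate and with the authors' p-values of the deposited table, and the dose order as a result, were chosen after seeing the data. Over the named genes and lists, 6067 comparisons with an alternative kept their side of the threshold, 74 of them with another direction in items that passed in neither fit. A further 514 kept the direction and lost the threshold, 296 kept it and passed newly, and 7 that passed in at least 1 of the 2 fits turned direction. The count over the 4 groups (30) was 47 with no filter, 67 with a filter of 100, 14 with quantiles, 421 with library weights, 1 by edgeR's quasi-likelihood test with the deposited scaling and 1 with TMM, 324 by its likelihood ratio test, 331 by DESeq2, 744 without organoids 9 and 11, 7 with the airway score and 332 with the authors' p-values. Leaving out each library in turn gave 0 (organoid 1, 2, 3 or 5) to 227 (organoid 9). The stricter filter tests fewer genes, leaving out a library leaves fewer samples, and leaving out organoids 9 and 11 lowers the spread by construction. Library weights were lowest for organoids 9 and 11 (0.341 and 0.394). The fit of only the groups compared at 1.0 µg/mL leaves both out. These settings are therefore not independent of the fit without organoids 9 and 11. For the other shifts the cause was not tested. At 0.01 µg/mL the count (0 by limma, 453 at an unadjusted p under 0.05) was 1 by the likelihood ratio test, 5 by DESeq2 and 1 with the airway score. At 0.1 µg/mL (0 by limma, 1044 at an unadjusted p under 0.05) it was 4 by the likelihood ratio test and 14 by DESeq2, and 0 to 1 with each library left out (1 without organoid 7). At 1.0 µg/mL the count (520) was 1480 with only the groups compared (738 higher, 742 lower), 1739 with library weights, 242 by the quasi-likelihood test with TMM, 819 by the likelihood ratio test, 926 by DESeq2, 1875 without organoids 9 and 11, 108 with the airway score, and 3 (without organoid 3) to 893 (without organoid 9) with each library left out. The genes shared with the 520 were 509 of 1480, 520 of 1739, 241 of 242, 513 of 819, 512 of 926, 520 of 1875 and 99 of 108 in these fits. The dose step (770) gave 1692 genes with library weights, 451 by the quasi-likelihood test with TMM, 1165 by DESeq2, 1502 without organoids 9 and 11, 43 with the airway score, and 310 (without organoid 3) to 1435 (without organoid 11). Between 1.0 and 0.1 µg/mL (0 by limma, 1031 at an unadjusted p under 0.05), the count was 377 with library weights, 77 by the likelihood ratio test, 93 by DESeq2, 644 without organoids 9 and 11, and 0 to 84 (without organoid 9) with each library left out. The dose order (91.9%) was 88.9% with no filter, 94.2% at the same total, 82.9% with library weights, 95.0% by the quasi-likelihood test with TMM, 88.9% by DESeq2, 81.6% without organoids 9 and 11, and 54.2% (without organoid 9) to 100% (3 of 3 genes, without organoid 3). Of the lists, 23 were called with the preset correlation (13 higher, 10 lower), 0 with an estimated correlation (lowest adjusted p 0.314) and 16 when genes held by several lists were left out. Genes down in Supplementary Table S2 went down in 60.7%, in 63.3% with no filter (exact binomial p = 0.0408) and in 89.3% with the airway score (exact binomial p = 7.70e-05), by a test that takes genes as independent, which they are not. With the airway score as a covariate, 6 lists that passed in neither fit turned direction (DNA repair, unfolded protein response, immediate early genes, endothelium, pericytes and smooth muscle, and the genes up in Supplementary Table S2), as did 5 that passed in at least 1: airway secretory (adjusted p = 0.645) and basal (0.948), which the score contains, TGF-beta receptor signaling (0.00450, and 0.683 with an estimated correlation), fibroblasts (0.0359, and 0.722) and myofibroblasts (0.00937, and 0.683). With each library left out, adjusted p ran from 4.48e-04 (without organoid 4) to 0.357 (without organoid 6, where the direction turned) for the myofibroblasts, and from 6.86e-07 (without organoid 6) to 0.785 (without organoid 4, where it turned) for proliferation. The likelihood ratio test and DESeq2 have no list test here, so their lists were not run. A fit of only the groups compared cannot change the test of all 4 groups or the dose step. A replicate block was not possible. Rescaling by TMM, totals or quantiles moved the median log2 fold change of all genes by less than 0.1. Depth limits low genes: a normalized value of 1 stands for 0.504 reads in organoid 3.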

Differences from the paper's values

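The paper reports 430 DEGs (the paper's value) at an adjusted p under 0.05 and a fold above 2 in at least 1 condition, and its methods add a maximum of at least 100. By limma at these thresholds 30 were found, with a fold of at least 2. The library weights used below were lowest for organoids 9 and 11 (0.341 and 0.394). Of the alternatives fixed before the data were examined, library weights (421 genes), edgeR's likelihood ratio test (324) and DESeq2 (331) came within 1.5 times the paper's value. The others did not, with 24 for the pseudocount of 10, 30 for that of 0.1, 47 and 67 for the filters, 24, 25 and 14 for the scalings by TMM, totals and quantiles, 31 for robust empirical Bayes, 1 and 1 for the quasi-likelihood tests of edgeR, 30 and 30 for the fold or the maximum from group means, and 0 (without organoid 1, 2, 3 or 5) to 227 (without organoid 9) with each library left out. The authors' p-values from the deposited table, adjusted over the genes kept here, gave 332, a setting chosen after seeing the values that drops 4 of the 15 genes the text of the paper names. In the authors' deposited table, 463 of 32176 genes have a q-value under 0.05 (170 higher and 293 lower at 1.0 µg/mL), 463 of these have group means at least 2-fold apart and 267 also reach a maximum of 100 in a library. All 30 genes found here and 298 of the 520 at 1.0 µg/mL have a q-value under 0.05 in the authors' deposited table.

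Of the 15 genes the text of the paper places in its clusters, 0 were among the 30 over the 4 groups by limma, and 9 passed at 1.0 µg/mL against untreated organoids in the paper's direction (Cdkn1a, Areg, Arg1, Serpinb1a, Sftpc, Abca3, Scd1, Ager and Akap5). Over the 4 groups, 11 passed with library weights, 10 by edgeR's likelihood ratio test, 10 by DESeq2, 8 without organoid 9, 3 without organoid 11, 2 with a filter of 100 (Cdkn1a and Abca3) and 1 with no filter (Abca3). The fit without organoids 9 and 11, chosen after seeing the values, called 11 of the 15 and dropped 4.

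The paper lists Scgb1a1, Muc5b, Krt5, Trp63 and Cxcl5 as upregulated. Of these, 0 passed by limma at 1.0 µg/mL. In the authors' deposited table, the TCC q-value over the 4 groups was 0.154 for Scgb1a1, 0.344 for Muc5b and 0.999 for Trp63. Krt5 also had no q-value under 0.05 there, while that of Cxcl5 was 0.00225. The q-value of Cdkn1a, which passed at 1.0 µg/mL by limma, was 0.0836. Muc5b, Krt5, Trp63 and Cxcl5 had log2 fold changes of at least 3.12. The sign for Scgb1a1 depends on the scale, with a log2 fold change of 0.30 and a mean of 39.3 normalized counts at 1.0 µg/mL against 110.4 untreated. Scgb1a1 and Trp63 passed in 0 of the settings run, with lowest adjusted p of 0.180 and 0.0502 at 1.0 µg/mL. Muc5b passed at 1.0 µg/mL with only the groups compared, Krt5 in no fixed alternative, and both in the fit without organoids 9 and 11, chosen after seeing the values. Cxcl5 passed with library weights, edgeR's likelihood ratio test and DESeq2, and, among settings chosen after seeing the values, without organoids 9 and 11 and with the authors' p-values. The paper lists Fbln5 as downregulated. Its log2 fold change was -2.99 (adjusted p = 0.0670, limma), and it passed at 1.0 µg/mL with only the groups compared, library weights, edgeR's likelihood ratio test, DESeq2, and without organoid 9 or organoid 11, and, chosen later, without both of them and with the authors' p-values.

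Fig. 2C displays a further 17 marker genes and states no call for each. Of the 15 measured (Cxcl2 and Sema7a were below the filter), 14 had log2 fold changes above 0 at 1.0 µg/mL, Fn1 had -0.47, and 0 passed by limma. With only the groups compared, Scgb3a1, Ltf, Muc5ac, Ccdc153, Foxj1, Reg3g, Dapl1, Krt17 and S100a6 passed at 1.0 µg/mL. Library weights called Ccdc153, S100a6 and Cldn4 at 1.0 µg/mL and Krt17 over the 4 groups, edgeR's likelihood ratio test called Cldn4 over the 4 groups, and DESeq2 called S100a6 and Cldn4. Ccdc153 also passed without organoid 11, and S100a6 without organoid 8 or organoid 9. Among settings chosen after seeing the values, the fit without organoids 9 and 11 called Ltf, Ccdc153, Foxj1, Reg3g, Krt17, S100a6 and Cldn4, and the authors' p-values called S100a6 and Cldn4.

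The paper places terms of the chemokine and acute phase responses among its upregulated genes, by an enrichment that was not run here. The counts below are of separate gene lists, which are not the paper's terms, so they do not test that enrichment. Of 18 chemokine genes 1 was higher and 1 lower by limma, and of 25 acute phase genes 0 were higher and 2 lower. More chemokines were higher with only the groups compared (2), library weights (6), edgeR's likelihood ratio test (3) and DESeq2 (3), as were acute phase genes (2, 3, 1 and 2). By camera the chemokine list passed at 1.0 µg/mL (adjusted p = 0.0441, and 0.532 with an estimated correlation). Without any single library among organoids 1, 2, 4, 5, 7, 8, 9, 10 and 11 it did not, with adjusted p from 0.0505 to 0.405. The acute phase list did not pass (adjusted p = 0.324), and its adjusted p ran from 1.55e-04 without organoid 6, where 2 members were higher, to 0.953 without organoid 4. Without organoid 11, 1 acute phase gene was higher. With settings chosen after seeing the values, 3 chemokines and 4 acute phase genes were higher without organoids 9 and 11. The acute phase list passed with the airway score as a covariate (camera, adjusted p = 0.0409, and 0.683 with an estimated correlation).

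Fig. 2B of the paper lists TGF-beta receptor signaling among its downregulated terms, which its text does not name. Of 36 genes of that list, 0 passed by limma, at a median of -0.23 (camera, adjusted p = 0.136, and 0.788 with an estimated correlation). With no filter the list passed, as it did without organoid 2 (0.0474), organoid 4 (0.0115) or organoid 5 (0.0105), all in the paper's direction. Without organoid 6 the direction turned (0.233). In each of 5 alternatives 2 members were lower: a filter of 100, only the groups compared, library weights, edgeR's likelihood ratio test and DESeq2. Without organoid 8 or organoid 9, 2 were lower, and without organoid 11, 1. Chosen after seeing the values, the fit without organoids 9 and 11 gave 4 lower. The airway score as a covariate turned the direction, at a median of 0.33 (camera, adjusted p = 0.00450, and 0.683 with an estimated correlation). The paper's own enrichment was not run.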

Other observations

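The fits without organoids 9 and 11 and with the airway score as a covariate were chosen after the values were seen. Genes of cholesterol and fatty acid synthesis fell at 1.0 µg/mL BLM in 6 of 34 measured members by limma, with 0 higher (10 lower when adjusted over the list alone). Among them, Gpam, which starts glycerolipid synthesis, fell from 319.8 ± 69.8 to 43.5 ± 12.2 normalized counts (SD, n = 3), and Acly, which makes cytosolic acetyl-CoA, from 529 ± 23.6 to 216 ± 21.6 (SD, n = 3). The list had a median of -0.28 (camera, adjusted p = 1.76e-04, and 0.361 with an estimated correlation), and 1 member passed without organoid 1, 2, 3 or 5 and 3 without organoid 4 or 6. Without organoids 9 and 11, 9 passed, and with the airway score as a covariate 3. Of 37 antioxidant and glutathione genes, 3 fell, Osgin1, Gclc and Aox1, and 0 rose (2 higher and 6 lower when adjusted over the list alone), with Gclc, the rate-limiting enzyme of glutathione synthesis, at a log2 fold change of -1.55 (standard error 0.32, adjusted p = 0.0264, limma; list by camera, adjusted p = 0.324). Without organoid 1, 2, 3 or 5, 0 of these 3 passed. Without organoid 4, Osgin1 and Gclc did not pass either (adjusted p = 0.0593 and 0.0619), and without organoid 6, Gclc and Aox1 did not (0.0725 and 0.0593). Of 30 hypoxia and glycolysis genes, 0 were higher and 1 was lower by limma, Pfkfb4 (11 higher and 1 lower when adjusted over the list alone), at a median of 0.91 (camera, adjusted p = 7.88e-07, and 0.339 with an estimated correlation). The call of Pfkfb4 ended without organoid 1, 3, 5 or 6 (adjusted p = 0.122, 0.132, 0.0949 and 0.0675). By the other tests, more hypoxia and glycolysis genes were higher: 13 with only the groups compared, 15 with library weights, 6 by DESeq2 and 2 by edgeR's likelihood ratio test, against 0 by its quasi-likelihood test and 0 with the airway score. Mean levels of the list relative to untreated organoids were 1.11, 1.26 and 1.29 in organoids 4, 5 and 6, and 1.46 and 1.32 in organoids 9 and 11. Egln3, a prolyl hydroxylase of the hypoxia pathway, had 779.8 to 1623 in the libraries at 1.0 µg/mL, 1789 in organoid 9, 1527 in organoid 11 and at most 103 in the others (adjusted p = 0.0806, limma).

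In the immediate early list of 22 measured genes, Jund and Nr4a1 fell by limma (log2 fold changes of -0.66 and -1.24). Hspb1 of that list rose (1.26), but it encodes a small heat shock protein and is not an immediate early gene. Adjusted over the list alone, 3 were higher and 2 lower (camera, adjusted p = 0.142). Of 7 measured endothelium genes, 2 fell, Egfl7 and Esam, which epithelial cells can also express (2 lower when adjusted over the list alone; camera, adjusted p = 0.710). Of 28 genes of the unfolded protein response, 1 fell, Sel1l, and 0 rose, also when adjusted over the list alone (camera, adjusted p = 0.954). The calls of these 6 genes ended without any single library among organoids 1, 2, 3 and 5, with adjusted p from 0.0501 to 0.181. They also ended without organoid 6 for Esam, 4 or 6 for Hspb1, 4, 6 or 10 for Sel1l, 4, 6, 7, 10 or 12 for Jund and 4, 6, 8, 10 or 12 for Nr4a1, with adjusted p from 0.0537 to 0.127. Limma called 0 of 40 DNA repair genes (median 0.01; camera, adjusted p = 0.979), 0 of 9 genes of pericytes and smooth muscle (camera, adjusted p = 0.784) and 0 of 11 ephrin-A ligands and receptors (camera, adjusted p = 0.0813), and when adjusted over the list alone 0, 0, and 1 higher and 1 lower. Of the ephrin-A genes, edgeR's likelihood ratio test and the fit of only the groups compared called 1 lower, while DESeq2, library weights and the fit without organoids 9 and 11 called 1 higher and 1 lower, and edgeR's quasi-likelihood test 0. Library weights called 1 DNA repair gene lower. Of the genes of pericytes and smooth muscle, library weights and the fit of only the groups compared called 1 higher, and the fit without organoids 9 and 11 called 2 higher and 1 lower. DESeq2 and the 2 edgeR tests called 0 in these 2 lists. Lists of other cells had fewer than 5 kept genes: leukocytes 4, with Cd14 highest at a group mean of 638, tuft and neuroendocrine cells 2, with Dclk1 at 90.2, and erythroid cells 1, Bpgm at 130.1.

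The paper names further genes for single cells, from other samples at 0.3 µg/mL BLM, and their values in bulk at 1.0 µg/mL follow. H2-Ab1 fell from 473 ± 51.4 to 46.6 ± 37.9 normalized counts (SD, n = 3; adjusted p = 0.0167, limma), a call that ended without organoid 1, 2, 3 or 5 (adjusted p = 0.0812, 0.0518, 0.0960 and 0.0655). Gclc, which the paper names among genes raised by BLM in AT2 cells, fell in bulk, with the values given above. Cdkn1a, named with it, rose. Bulk values cover all cells of the organoids, so they do not show the level within AT2 cells. The following did not pass the test by limma. Tgfb2 had a log2 fold change of -0.84 (standard error 0.55), Efna1 -0.39 (0.19), Efna3 -0.27 (0.44), Efna4 -1.05 (0.52), Efna5 1.11 (0.32), Epha2 -0.73 (0.37) and Epha4 -0.65 (0.25). Blmh, the enzyme that inactivates BLM, had 0.22 (0.25), and the p53 targets Trp53inp1 and Rps27l had 0.70 (0.23) and 0.24 (0.27). Cd81 had -0.29 (0.27), Krt17 4.12 (2.14), Col1a1 -1.03 (0.68), Itgb4 2.95 (1.62), Mki67 -1.16 (0.52) and Hopx -0.60 (0.27). Of 64 measured genes up in AT2 in Supplementary Table S2, 29 (45.3%) lay above 0 at 1.0 µg/mL, beside 48.9% of all genes tested (exact binomial p = 0.618), with 3 higher and 5 lower by limma (7 and 10 when adjusted over the list alone). Of 28 genes down in that table, 17 (60.7%) lay below 0, beside 51.1% (exact binomial p = 0.348), with 0 higher and 7 lower (0 and 9 when adjusted over the list alone). By camera the adjusted p was 0.892 for the genes up, and 0.00706 for the genes down (0.314 with an estimated correlation). The table comes from other samples, and the binomial test takes genes as independent, which they are not.

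Other assignments of the libraries to groups of the same size were fitted as a check on chance. For the 30 genes over the 4 groups, 4 of 100 assignments, the real one included, gave a count as large. For the 770 genes of the dose step 2 of 100 did. The 100 were a random draw from all possible assignments, too few to place these shares firmly below 0.05. A random assignment of the libraries is thus not excluded for these 2 counts. The highest other counts were 732 and 1798, above the real ones and several times so for the 4 groups, which points to a structure of the libraries other than the dose. A chance distribution of airway cells over the libraries is not excluded by this (permutation p of the airway score 0.0909), and with that score as a covariate 43 genes followed the dose step. The comparisons of 2 groups and the lists have 10 assignments each, too few for a share under 0.05. For 1.0 µg/mL against untreated organoids, the real assignment was the 1 of 10 with a count as large (520, highest other 0), and for the lists also 1 of 10 (23, highest other 21). For 0.01 and 0.1 µg/mL the real count by limma was 0 (453 and 1044 genes at an unadjusted p under 0.05), with a highest other of 0 and 0. Between 1.0 and 0.1 µg/mL it was also 0 (highest other 483). Every assignment reaches a count of 0, so the share that does is no check on chance for these comparisons. For Supplementary Table S2, 4 of 10 gave as large a share for the genes up (45.3%, highest other 68.8%). For the genes down, 4 of 10 did (60.7%, highest other 75.0%). These shares have a direction, and all 10 assignments kept organoid 1 as untreated, so the mirrored assignments were not fitted.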
